# Multi-Omics Analysis of the Effect of cAMP on Actinorhodin Production in *Streptomyces coelicolor*

**DOI:** 10.3389/fbioe.2020.595552

**Published:** 2020-11-05

**Authors:** Katsuaki Nitta, Francesco Del Carratore, Rainer Breitling, Eriko Takano, Sastia P. Putri, Eiichiro Fukusaki

**Keywords:** *Streptomyces coelicolor*, metabolomics, transcriptomics, cAMP, secondary metabolites, actinorhodin, 7-methylguanine

## Abstract

Cyclic adenosine monophosphate (cAMP) has been known to play an important role in regulating morphological development and antibiotic production in *Streptomyces coelicolor*. However, the functional connection between cAMP levels and antibiotic production and the mechanism by which cAMP regulates antibiotic production remain unclear. In this study, metabolomics- and transcriptomics-based multi-omics analysis was applied to *S. coelicolor* strains that either produce the secondary metabolite actinorhodin (Act) or lack most secondary metabolite biosynthesis pathways including Act. Comparative multi-omics analysis of the two strains revealed that intracellular and extracellular cAMP abundance was strongly correlated with actinorhodin production. Notably, supplementation of cAMP improved cell growth and antibiotic production. Further multi-omics analysis of cAMP-supplemented *S. coelicolor* cultures showed an increase of guanine and the expression level of purine metabolism genes. Based on this phenomenon, supplementation with 7-methylguanine, a competitive inhibitor of reactions utilizing guanine, with or without additional cAMP supplementation, was performed. This experiment revealed that the reactions inhibited by 7-methylguanine are mediating the positive effect on growth and antibiotic production, which may occur downstream of cAMP supplementation.

## Introduction

*Streptomyces* species are soil-dwelling Gram-positive Actinobacteria and well-known important sources of bioactive secondary metabolites such as antibiotics (e.g., streptomycin; Davies et al., 1964), immunosuppressants (e.g., FK-506; Kino et al., 1987a,b), and anthelmintics (e.g., avermectin; Ikeda and Omura, 1997). Secondary metabolism is not necessary for bacterial growth and often occurs under nutrient limitation (Strauch et al., 1991), in specific medium condition (Lim et al., 2018), or in co-culture with other microbes (Onaka et al., 2011). The regulation of secondary metabolite production has therefore been a focus of research in natural product discovery and production (Liu et al., 2018). One way of improving secondary metabolite production is the addition of exogenous compounds such as cyclic adenosine monophosphate (cAMP) supplementation in *Streptomyces coelicolor* (Susstrunk et al., 1998), rare earth elements (e.g., scandium) in *S. coelicolor* (Tanaka et al., 2010), S-adenosyl-L-methionine (SAM) in *Streptomyces lividans* (Kim et al., 2003), and hormones with a butanolide skeleton in *Streptomyces virginiae* (Kim et al., 1989). However, in most cases, it is not fully understood by which mechanism such approaches led to the increased production of secondary metabolites.

With the recent rapid progress of analytical equipment and methods that contribute to the accumulation of more analytical data, new opportunities arise for studying the regulation of secondary metabolism. Transcriptome (Hwang et al., 2019), proteome (Millan-Oropeza et al., 2017), metabolome (Senges et al., 2018), and lipidome analyses (Zhang et al., 2020) or various combinations of these (Wang et al., 2017; Gosse et al., 2019) in *Streptomyces* have been applied to studies of secondary metabolism regulation.

In this study, we exploit these new technological opportunities to develop a more detailed picture of the regulatory circuitry surrounding the production of antibiotics in the model *Streptomyces* species *S. coelicolor*. Liquid chromatography tandem mass spectrometry (LC-MS/MS)–based metabolome analysis with wide metabolite coverage and RNAseq-based transcriptome analysis were employed, for comparative analyses of strains with differing antibiotic production phenotypes to identify the possible factors affecting secondary metabolite production and to provide a more detailed understanding of the regulation of secondary metabolites. This multi-omics analysis revealed that antibiotic production is correlated with cAMP levels, and cAMP supplementation to *S. coelicolor* culture led to improvements of cell growth and antibiotic production. Furthermore, multi-omics analysis of cAMP-supplemented cultures was performed to explore how the effects of cAMP are mediated through changes in the *S. coelicolor* metabolome and transcriptome.

These results provide valuable mechanistic insights into the effects of cAMP and their regulation, which in the future might be exploited for manipulating the cell growth and antibiotic production of *S. coelicolor.*

## Results and Discussion

### Phenotypes of *S. coelicolor* Strains for Omics-Based Comparative Analyses

In a previous study, the M1146 strain was generated from strain M145 thorough step-by-step deletion of the four major native antibiotics biosynthetic gene clusters in *S. coelicolor*: *act* (actinorhodin, Act), *red* (undecylprodigiosin), *cpk* (coelimycin P1), and *cda* (calcium-dependent antibiotic). The original intention was to achieve higher antibiotic production ability by deleting these carbon-consuming pathways and increasing available carbon source for other (heterologously expressed) antibiotics producing pathways and to simplify the detection of the secondary produced that will be produced (Gomez-Escribano and Bibb, 2011). Here, we make use of this “clean” M1146 strain as a reference for an omics-based comparison against M1146 expressing a heterologous Act biosynthetic gene cluster by an integrated cosmid (M1146 + ACT) to identify the molecular consequences of the difference in antibiotic production phenotype. Act was chosen as the target compound for this study, as its intense blue coloration allows easy detection and quantitation of metabolite production. Introduction of the Act biosynthetic genes into M1146 did not affect growth (Figure 1A), but it caused Act production as expected (Figure 1B). Glucose and phosphate consumption did not show any statistically significant difference, but the M1146 + ACT strain showed slightly higher glutamate consumption, presumably because glutamate was used as a nitrogen source for Act production in this nutrient condition (Supplementary Figure 1A). We also analyzed the effect of amplifying Act production in the M145 strain (parent of M1146). An additional Act biosynthetic genes cluster was introduced into M145, as was done in M1146. M145 showed reproducible antibiotic production as in a previous study (Nieselt et al., 2010), and while growth was not affected (Figure 1C), M145 with the additional Act biosynthesis gene cluster (M145 + ACT) showed earlier Act production and a 2.41-fold higher Act production than M145 (Figure 1D). Contrary to the analogous case of M1146/M1146 + ACT, there was no significant difference in glutamate consumption between M145 and M145 + ACT (Supplementary Figure 1B), probably because in this case both strains produce Act and utilize glutamate as a nitrogen source for this purpose. However, phosphate was consumed more slowly in M145 + ACT compared to M145. Interestingly, the production of undecylprodigiosin (RED) also increased in M145 + ACT, whereas coelimycin production was not observed (Supplementary Figure 1C). All the strains used in this study are summarized in Supplementary Table 1.

**FIGURE 1:**
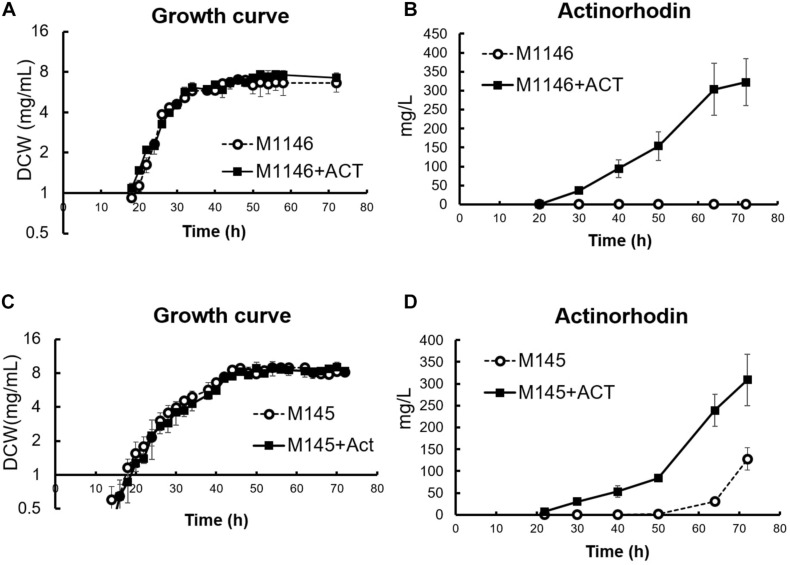
Cell growth and actinorhodin production in four *S. coelicolor* strains. **(A)** Growth curve (DCW: mg/mL) in M1146 (dot line chart) and M1146 + ACT (black line chart). Error bar means standard deviation from three replicates. **(B)** Extracellular actinorhodin production in M1146 (dot line chart) and M1146 + ACT (black line chart). Error bar means standard deviation from three replicates. **(C)** Growth curve (DCW: mg/mL) in M145 (dot line chart) and M145 + ACT (black line chart). Error bar means standard deviation from three replicates. **(D)** Extracellular actinorhodin production in M145 (dot line chart) and M145 + ACT (black line chart). Error bar means standard deviation from three replicates.

### Metabolome Analysis of *S. coelicolor* Strains: Correlation of cAMP Levels With Actinorhodin Production

To understand the difference in metabolism with and without Act production, extracellular, and intracellular metabolome profiles of M1146 and M1146 + ACT were determined (Figure 2). Among the 99 metabolites analyzed (Supplementary Table 2), the major difference in both intracellular and extracellular metabolites between the two strains was that in cAMP levels (Figure 2). These were substantially higher in the M1146 + ACT compared to M1146 (Figures 3A,B). To support this observation, the intracellular and extracellular cAMP levels were also measured in M145 and M145 + ACT (Supplementary Figure 2) and showed higher cAMP levels in M145 + ACT compared to M145, as was observed in M1146 with and without ACT (Figures 3C,D). Comparing all four strains, cAMP production was strongly correlated with antibiotic production (e.g., production of Act and coelimycin P1; Figures 3E,F; and Supplementary Figure 1C).

**FIGURE 2:**
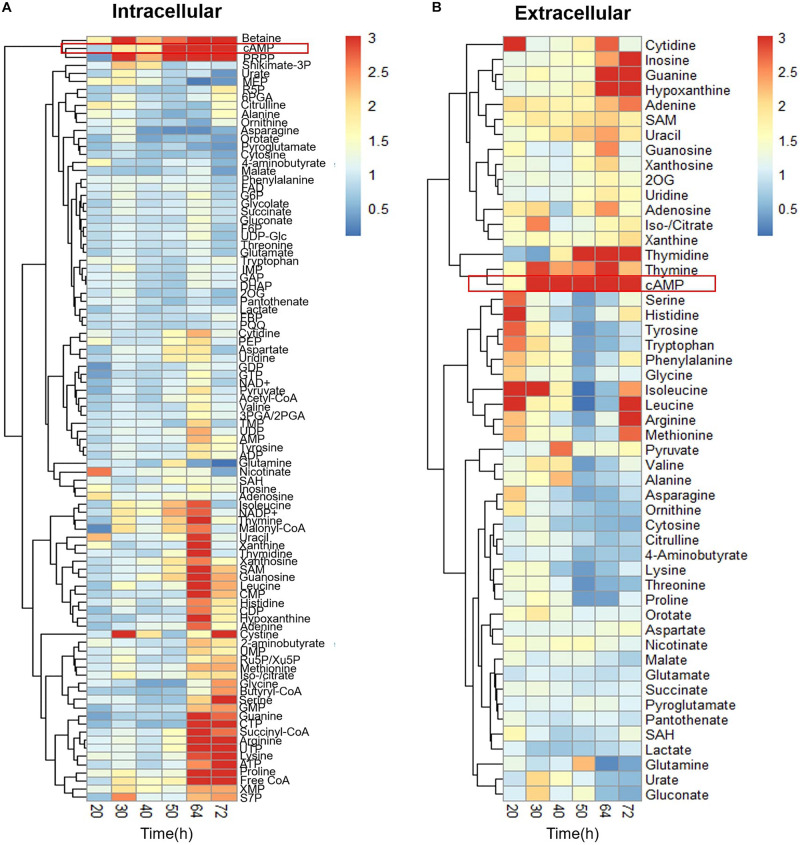
Time-course metabolome analysis of M1146 and M1146 + ACT. **(A)** Intracellular metabolite levels shown by fold change value using heatmap analysis. Comparison between M1146 and M1146 + ACT. Average values from three replicates were used to calculate the fold change value. **(B)** Extracellular metabolite levels shown by fold change value using heatmap analysis. Comparison between M1146 and M1146 + ACT. Average values from three replicates were used to calculate the fold change value. Metabolites circled by red box represent cAMP.

**FIGURE 3:**
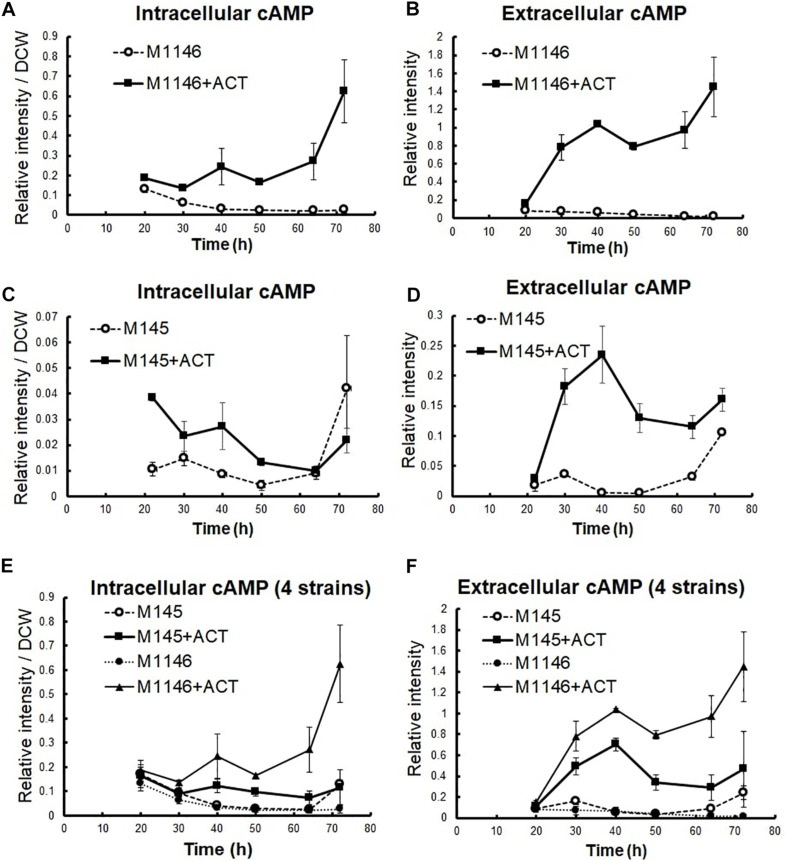
cAMP level measurement in four *S. coelicolor* strains. Error bar means standard deviation from three replicates. **(A)** Intracellular cAMP-level comparison between M1146 (dot line chart) and M1146 + ACT (black line chart). **(B)** Extracellular cAMP-level comparison between M1146 (dot line chart) and M1146 + ACT (black line chart). **(C)** Intracellular cAMP-level comparison between M145 (dot line chart) and M145 + ACT (black line chart). **(D)** Extracellular cAMP-level comparison between M145 (dot line chart) and M145 + ACT (black line chart). **(E)** Intracellular cAMP-level comparison between four strains: M145 (dot line chart with blank circle), M145 + ACT (black line chart with square), M1146 (dot line chart with black circle), and M1146 + ACT (black line chart with triangle). **(F)** Extracellular cAMP-level comparison between all four strains, in an independent replication experiment: M145 (dot line chart with blank circle), M145 + ACT (black line chart with square), M1146 (dot line chart with black circle), and M1146 + ACT (black line chart with triangle).

### Transcriptome Analysis of *S. coelicolor* Strains

To further support the results of the targeted metabolome analysis, fine-grained transcriptome analysis was conducted on M1146 and M1146 + ACT at 10 time points during growth (Figure 1A).

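M1146 was derived from strain M145 by deletion of the act, red, cpk and cda clusters, and M1146 + ACT carries the act cluster again on an integrated cosmid. RNA of both strains was depleted of ribosomal RNA and sequenced from strand-specific libraries. The authors mapped the reads with STAR, counted them on genes with the R package GenomicAlignments and deposited the counts of 7809 genes without normalization. How reads that match several places were counted is not given in the sources used here. There were 10 libraries of each strain, 1 for each time point, so that no time point had a replicate of its own. The library labels give 18, 22, 26, 28, 30, 32, 34, 38, 44 and 50 h for both strains, whereas the methods list 20 h and do not list 28 h. Hours are therefore given as on the labels. Expression of single genes is given as CPM, the counts scaled by edgeR to the TMM-normalized library size. Between 8507230 and 11887688 reads per library were counted on genes in M1146 (median 9906324), and between 7861955 and 13119599 in M1146 + ACT (median 10343888). Counts on ribosomal RNA made up 29.8% to 59.8% of the M1146 libraries and 28.4% to 46.2% of the M1146 + ACT libraries. Expression was compared with the quasi-likelihood test of edgeR on TMM-normalized counts, with strain and labelled time as terms, so that a strain difference was measured against its variation over the 10 time points. The test covered 7431 genes, whose mean count per library had a median of 123. As in the paper, DEGs had a false discovery rate (Benjamini-Hochberg adjusted p) below 0.05 and a log2-fold change (FC) above 0.5 or below -0.5. Successive time points of a culture are not independent samples. To gauge this, each gene's mean strain difference over the 10 time points was first taken off. The correlation across genes of what remained at successive time points ranged from -0.24 to 0.55, with a median of 0.0608 (genes are not independent replicates). Taking off the mean lowers such correlations, so a low value does not show independence.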

Differentially expressed genes (DEGs) between M1146 and M1146 + ACT were identified in order to further evaluate the effects of Act production on gene expression levels. The false discovery rate (FDR) was controlled at 5%, and only genes with an absolute log2-fold change (FC) greater than 0.5 were included in the analysis. 

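The 22 genes of the act cluster (SCO5071 to SCO5092, Supplementary Table S7) took 0.420% to 2.16% of the counts of each M1146 + ACT library (median 1.29%, 36393 to 179447 counts). In the M1146 libraries they took 0.00129% to 0.00603% (median 0.00250%, 127 to 603 counts). The highest share in M1146, at labelled 26 h, had a 95% confidence interval of 0.00556% to 0.00654%. The lowest share in M1146 + ACT, at labelled 18 h, had one of 0.416% to 0.424%. These are exact Clopper-Pearson intervals and, like all intervals and floors given for single libraries, cover counting error only. A count of 0 would have allowed a share of up to 2.52e-05% to 3.53e-05% in the M1146 libraries (3 counts of the total), so the act genes together were detected in every one of them. Of the M1146 act counts, 73.1% lay on the outer 3 genes on each side (SCO5071 to SCO5073 and SCO5090 to SCO5092), which had more than 3 counts in all 10 M1146 libraries. None of the 16 inner genes did, and 8 of these had 0 counts in at least 1 M1146 library. All 22 genes were higher in M1146 + ACT at 10 of 10 time points. The log2 FC ranged from 6.84 for SCO5091 (actIV, standard error 0.220, adjusted p = 2.03e-14) to 10.7 for SCO5087 (actIORF1, standard error 0.448, adjusted p = 8.28e-13), with a median of 9.85. The M1146 mean of SCO5089 (actIORF3) was 0.119 CPM, and the fitted log2 FC of genes this close to 0 depends on the prior count of edgeR. The median log2 FC moved most without labelled 26 h, to 10.27.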

As expected, the genes of the Act biosynthetic gene cluster were only expressed in M1146 + ACT (at very high levels), whereas no expression was detected in M1146, which lacks this gene cluster (Supplementary Table 3). As this observation is trivial, these enzyme-coding genes were excluded from the subsequent analysis of differential expression. 

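Supplementary Table S3 lists 43 genes, the 22 act genes and 21 of their neighbours, and all 43 were left out of the DEG counts here. The 26 genes that flank the act cluster between SCO5057 and SCO5104 had a median log2 FC of 0.81, from 0.01 for SCO5063 to 4.50 for SCO5070. Of these, 20 passed both DEG thresholds. Among the 7275 windows of as many consecutive genes elsewhere in the gene order, the highest median log2 FC was 0.39. The 19 tested genes just outside SCO5057 to SCO5104 had log2 FC between -0.34 and 0.27 (median -0.04). The 26 genes and the window test were chosen after Supplementary Table S3 had been read.

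**Figure D1:**
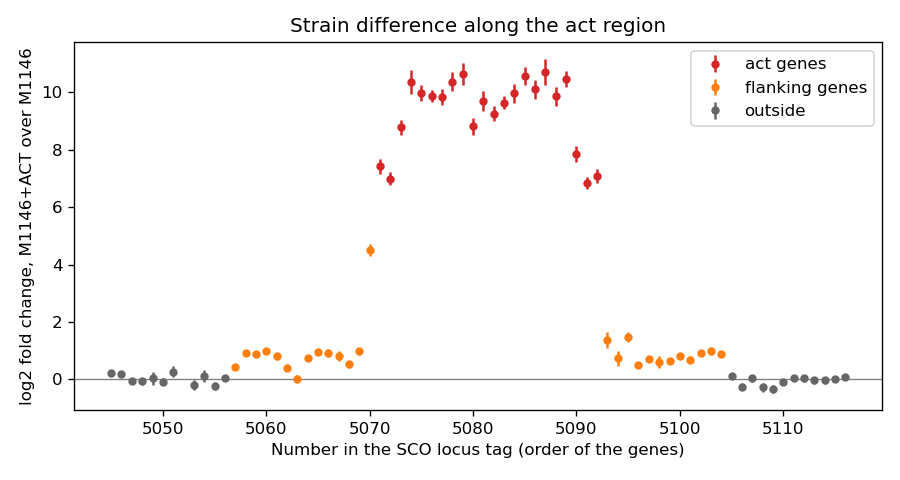
Log2 FC (M1146 + ACT over M1146) against the position in the order of SCO numbers around the act cluster, 1 point per gene with its standard error. The flanking genes have a median of 0.81 and the genes outside a median of -0.04.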

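Outside Supplementary Table S3, 7388 genes were tested, and 1003 of these had an unadjusted p below 0.05. At the DEG thresholds, 100 genes were higher and 14 were lower in M1146 + ACT. If only the 22 act genes were left out, the counts were 119 and 14. Of the genes that Supplementary Table S4 lists as higher, 91 were called here, and of those it lists as lower, 9. Among the 100 higher genes, 89 were higher at 9 or 10 of the 10 time points, and 28 had a log2 FC above 1. All 14 lower genes were lower at 9 or 10 time points and none had a log2 FC below -1. Of these 14, 4 were transfer RNA (tRNA) genes. The largest increases were those of SCO0320, SCO4266, SCO1909, SCO2478 and SCO1178. The largest decreases were those of 3 tRNA-Pro genes, SCOt64 (log2 FC -0.85, standard error 0.111, adjusted p = 4.89e-05), SCOt63 (log2 FC -0.80, standard error 0.0962, adjusted p = 1.53e-05) and SCOt65 (log2 FC -0.80, standard error 0.123, adjusted p = 3.67e-04), each lower at 10 time points. The ratio of SCOt64 to SCOt65 varied over the 20 libraries by no more than counting error (SD 0.0877 on the log2 scale, counting error 0.0959). Next came SCO6992 (absR1, log2 FC -0.79, standard error 0.156, adjusted p = 0.00483) and SCO3288 (log2 FC -0.77, standard error 0.151, adjusted p = 0.00421), both lower at 9 of 10 time points. Apart from the limit on the log2 FC, the counts moved most when the time term was left out of the edgeR model, to 55 higher and 3 lower genes, and SCO6992 and SCO3288 were then not called. Without labelled 44 h 25 genes were called lower, and without labelled 28 h 22.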

In total, 100 genes were identified as overexpressed in M1146 + ACT, whereas 15 genes were identified as less abundantly expressed in M1146 + ACT based on the DEG criteria described above (Supplementary Table 4). Based on the DEGs, Gene Set Enrichment Analysis (GSEA) was performed, using biological process, pathway, and keywords to define the gene sets (Figure 4A and Supplementary Table 5). The major overexpressed gene sets in M1146 + ACT were associated with biotin biosynthesis and oxidation/reduction processes (Figure 4A).

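DAVID was not run here. Instead, the 6 genes of the biotin pathway in Supplementary Table S5 were tested as a list, and genes were grouped by the product names of the deposited table. All 6 genes of the list were called higher, also when adjusted over the list alone, although the study chose them on these samples, so that this is not independent evidence. Their median log2 FC was 0.71 and their mean 0.72. The camera test with its preset correlation of 0.01 gave p = 4.21e-07. With the estimated correlation of 0.608 the p was 0.0296, and the fry test gave 4.49e-04. Of 5 genes with a product name of biotin synthesis, 4 were among the 100 higher genes of the 7388 tested. Their odds ratio was 302 (one-sided Fisher's exact test, p = 1.56e-07). The odds ratio was 33.8 (p = 0.0367) without the time term in edgeR, and 54.5, 57.8 and 109 without labelled 28, 26 and 32 h, whereas all 5 genes were called without labelled 18 h. The fifth, SCO2630, had a log2 FC of 0.47 and an adjusted p of 0.00634. The other 4, SCO1243 to SCO1246, are neighbours in gene order and belong to the pathway list. Fisher's test takes them as independent genes, which they need not be. With the estimated correlation of 0.587, the camera test of the 5 genes gave p = 0.0337. Of 524 genes with a product name of oxidation or reduction, 19 were among the higher genes, where 7.09 would be drawn by chance. The odds ratio was 3.15 (one-sided Fisher's exact test, p = 6.22e-05). The 19 genes included SCO0379 (katA, catalase, log2 FC 1.67), SCO0999 (superoxide dismutase, log2 FC 0.81) and SCO5032 (ahpC, alkyl hydroperoxide reductase, log2 FC 0.70), which were chosen after their values were seen. A shift of the 524 genes as a whole was not shown. Their median log2 FC was -0.0037 and their mean 0.05, 253 had a positive log2 FC, and camera gave p = 0.341 (0.530 with an estimated correlation, 0.0939 by fry).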

**FIGURE 4:**
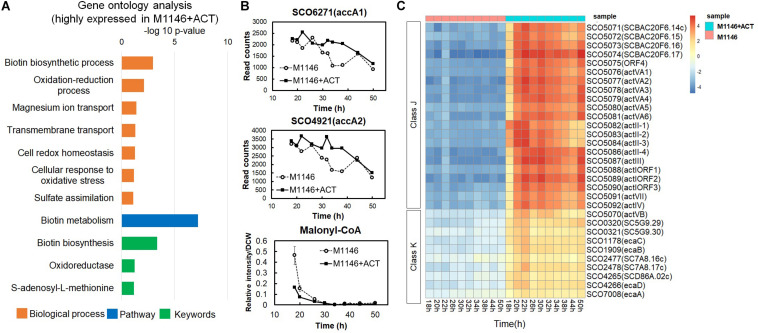
Transcriptome analysis of M1146 and M1146 + ACT. **(A)** Gene set enrichment analysis by means of highly expressed genes from identified differentially expressed genes (DEGs) in time-course transcriptome analysis of M1146 and M1146 + ACT. Biological process, pathway, and keywords were used to define the gene sets. **(B)** Gene expression level comparison of two acetyl-CoA carboxylases and metabolite-level comparison of malonyl-CoA between M1146 (dot line chart) and M1146 + ACT (black line chart). The error bar in malonyl-CoA–levels line chart means standard deviation from three replicates. **(C)** K-means clustering of transcriptome analysis of M1146 and M1146 + ACT (*k* = 20). Gene expression trends in the focus classes J and K are shown here. K-means clustering results using all genes are shown in Supplementary Figure 2.

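The 6 genes of the biotin pathway list rose by similar amounts. SCO1245 (bioA by its product name) had the largest log2 FC, 0.90 (standard error 0.141, adjusted p = 4.03e-04), and was higher in M1146 + ACT at 9 of 10 time points. SCO1814 (inhA, enoyl-ACP reductase) had a log2 FC of 0.82 (adjusted p = 0.00157) and SCO1244 (biotin synthase) of 0.74 (adjusted p = 0.00273), both higher at 10 time points. SCO4501 (fabG, 3-ketoacyl-ACP reductase) was also higher at 10 time points, with a log2 FC of 0.64 (adjusted p = 0.00571). SCO1246 (bioD, dithiobiotin synthetase) was higher at 8 time points (log2 FC 0.69, adjusted p = 0.0191) and SCO1243 (8-amino-7-oxononanoate synthase) at 9 (log2 FC 0.55, adjusted p = 0.0176). Without the time term 2 of the 6 genes were called by edgeR and 3 by DESeq2. Without labelled 26 h or 28 h neither SCO1246 nor SCO1243 was called, and without labelled 32 h SCO1243 was not. At labelled 50 h, SCO1245, SCO4501 and SCO1814 lay below all other M1146 + ACT libraries.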

High expression of biotin biosynthetic genes is perhaps not surprising, as biotin is a necessary cofactor for malonyl-CoA synthesis, which is the essential building block for biosynthesis of actinorhodin (a polyketide; Katz and Donadio, 1993). This observation also matches the high levels of expression of the two acetyl-CoA carboxylase–encoding genes, SCO6271 (*accA1*) and SCO4921 (*accA2*) in M1146 + ACT (Figure 4B). 

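The gene accA1 (SCO6271) had 160 ± 44.2 CPM in M1146 and 199.6 ± 36.7 in M1146 + ACT (mean ± SD over the 10 time points of each strain, TMM-normalized). Its log2 FC was 0.34 (standard error 0.112, adjusted p = 0.126), which passed neither DEG threshold. For accA2 (SCO4921) the values were 231 ± 62.9 and 291 ± 62.7 CPM, and the log2 FC was 0.35 (standard error 0.111, adjusted p = 0.112). Adjusted over the list alone (accA1, accA2, SCO4928 and SCO6075), both had an adjusted p of 0.00902. Both genes were higher in M1146 + ACT at 9 of 10 time points. The differences ranged from -0.12 at labelled 28 h to 0.96 at labelled 34 h for accA1, and from -0.09 at labelled 44 h to 0.89 at labelled 38 h for accA2. An exact two-sided sign-flip test over the 10 within-time differences gave p = 0.00977 for accA1 and 0.00781 for accA2 (smallest p possible 0.00195). Neither gene passed both DEG thresholds under any alternative model or with any time point left out, where the log2 FC was 0.27 to 0.39 for accA1 and 0.29 to 0.39 for accA2. Without TMM factors, where the median difference of all genes was 0.10, the mean within-time difference was 0.46 for both genes (sign-flip p = 0.00781 for accA1 and 0.00195 for accA2). The log2 ratio of accA1 to accA2 varied little between libraries (SD 0.0826, counting error 0.0456). Reads of accA2 counted again at SCO6271 cannot be told apart from joint expression of these genes. The values of accA1 may therefore not be a separate measurement. The paper reasons that biotin is the cofactor of malonyl-CoA synthesis, which provides the building block of actinorhodin, and that the higher biotin and acetyl-CoA carboxylase genes match this.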

When malonyl-CoA levels were analyzed by LC-MS/MS, malonyl-CoA decreased with time, and the malonyl-CoA level was lower in M1146 + ACT at 20 h (Figure 4B). Thus, malonyl-CoA was consumed earlier in the M1146 + ACT strain, which is presumably due to the malonyl-CoA being intensely utilized for Act biosynthesis. The difference in expression levels of genes encoding enzymes responsible for cAMP biosynthesis, adenylate cyclase (SCO4928), and cAMP degradation, phosphodiesterase (SCO6075), was not statistically significant (Supplementary Figure 3). 

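Adenylate cyclase (cya, SCO4928) had a log2 FC of 0.10 (standard error 0.0893, adjusted p = 0.693) and was higher in M1146 + ACT at 7 of 10 time points (exact two-sided sign-flip test, p = 0.271). For SCO6075, which the deposited table names a hypothetical protein, the log2 FC was 0.36 (standard error 0.110, adjusted p = 0.0987), and the gene was higher at 8 of 10 time points (sign-flip p = 0.0215). Adjusted over the list alone (these genes, accA1 and accA2), the adjusted p was 0.289 for cya and 0.00902 for SCO6075, whose log2 FC is below the DEG threshold. Without TMM factors the mean within-time difference was 0.20 for cya (sign-flip p = 0.0664) and 0.46 for SCO6075 (sign-flip p = 0.00586). Neither gene passed both DEG thresholds under any alternative, and with single time points left out the adjusted p of SCO6075 lay between 0.0419 and 0.210, at a log2 FC of at most 0.41.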

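Over the 10 time points, cya had 34.0 ± 7.04 CPM in M1146 and 36.8 ± 9.84 in M1146 + ACT (mean ± SD, TMM-normalized). The corresponding values of SCO6075 were 12.2 ± 4.57 and 15.4 ± 4.42. Among the tested genes, the mean expression of cya lay at percentile 73.3 and that of SCO6075 at percentile 53.4. Per kilobase of gene length, a unit chosen after the data were seen, the percentiles were 66.6 and 53.4. Both genes had their highest value at labelled 18 h in M1146. In M1146 + ACT, cya was also highest at labelled 18 h (54.3 CPM) and SCO6075 at labelled 22 h (20.6). Of the last 6 labelled hours, 32 h had the highest CPM of both genes in both strains. In TPM, a unit chosen after the values were seen, cya in M1146 was instead highest at 44 h. SCO6075 in M1146 + ACT was highest at 30 h in TPM and without TMM factors. At 30 and 32 h, cya had 26.6 and 39.8 CPM in M1146, and 34.2 and 42.4 in M1146 + ACT. SCO6075 had 12.2 and 14.3 in M1146, and 16.8 and 18.4 in M1146 + ACT. With 1 library per time point, these hourly differences have no replicate error.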

The expression level of both genes is low and was only slightly increased in M1146 + ACT and showed a very similar trend, where a second peak of increased gene expression was seen at 30 h, which coincides with the cells entering the stationary phase. This in itself cannot explain the observed difference in cAMP production. The discrepancy in the expression of the genes encoding cAMP synthesis and degradation and cAMP levels is intriguing and will need further study to fully understand this phenomenon.

To reveal trends in the gene expression time courses, the transcriptome data were subjected to *k*-means clustering (*k* = 20; Figure 4C, Supplementary Figure 4, and Supplementary Excel File 1). All genes were clustered into 20 classes, and classes J and K genes were more highly expressed in M1146 + ACT at all sampling points. 

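Each gene was also examined alone. Of the 7431 tested genes, 141 were higher in M1146 + ACT at every time point and 30 were lower. Independent signs would give 7.26 of each. The 141 genes include the 22 act genes and 63 DEGs outside Supplementary Table S3, the 7 genes of Table 1 among these. With library size in place of TMM factors, which shifted the median log2 difference of all genes from -0.01 to 0.10, the counts were 167 and 11.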

Class J consisted of 22 genes encoding enzymes involved in Act biosynthesis, whereas class K has 10 genes, most of which were reported as related to the *soxR* regulon (Table 1; Dela Cruz et al., 2010; Naseer et al., 2014). 

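The clustering was repeated on log2 CPM of the 7431 tested genes over the 20 libraries, with each gene centred on its mean and k = 20. A cluster of 22 genes held the 22 act genes. Another of 10 genes held the 7 genes of Table 1 together with SCO2477, SCO4265 and SCO5070. Both were higher in M1146 + ACT at 10 of 10 time points, as was a further cluster of 149 genes. With 9 other random seeds the first 2 clusters had the same sizes and held the same numbers of act and Table 1 genes. With k = 10 the cluster of the Table 1 genes grew to 16 genes. With each gene scaled to a z-score, as in Supplementary Figure S4, the act and Table 1 genes fell into 1 cluster of 227 genes.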

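The genes of Table 1 had 7 of the 8 largest increases outside Supplementary Table S3. Only SCO4265 (log2 FC 2.99, chosen after its value was seen) lay among them. The log2 FC was 5.05 for SCO0320 (standard error 0.202, adjusted p = 3.83e-13), 4.41 for SCO4266 (oxidoreductase, standard error 0.170, adjusted p = 2.24e-13) and 4.21 for SCO1909 (standard error 0.142, adjusted p = 3.08e-14). It was 4.07 for SCO2478 (reductase), 4.02 for SCO1178, 3.35 for SCO0321 (carboxylesterase) and 2.79 for SCO7008 (ABC transporter ATP-binding protein), with adjusted p of 2.58e-10 or less. All 7 genes were higher at 10 of 10 time points, and the smallest difference at a single time point was 2.08, for SCO7008. SCO1909 was lower at labelled 18 h than in all other M1146 + ACT libraries. The camera test of the 7 genes gave p = 5.04e-149 with the preset correlation, 6.48e-07 with the estimated correlation of 0.668 and 1.12e-10 by fry. Adjusted over the list alone, 7 of 7 were past the thresholds, although the study named them from these samples.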

The *SoxR* regulon was reported to be upregulated by oxidative stress caused by high levels of Act production in previous studies (Shin et al., 2011; Mak and Nodwell, 2017), which would be in agreement with our results.

**TABLE 1:** List of selected class K genes in heatmap analysis of time-course RNAseq of M1146 and M1146 + ACT.

Locus tag	Product	Note	Reference
SCO1178	NAD-dependent epimerase/dehydratase	SoxR regulon	Naseer et al., 2014
SCO1909	Monooxygenase	SoxR regulon	
SCO4266	Oxidoreductase	SoxR regulon	
SCO7008	ABC transporter ATP- binding protein	SoxR regulon	
SCO2478	Flavoprotein reductase	SoxR regulon	
SCO0320	Quinone oxidoreductase	Potential SoxR regulon	
SCO0321	Carboxylesterase	Potential SoxR regulon	

### cAMP Supplementation to *S. coelicolor* Increased Cell Growth and Secondary Metabolite Production

To explore whether the observed correlation of cAMP levels with antibiotic production was the result of a causal connection between the two phenomena, we performed a cAMP supplementation experiment (Figure 5). cAMP has been previously reported as an inducer of Act production (Susstrunk et al., 1998), and the deletion of the *cya* (SCO4928) encoding the adenylate cyclase abolished antibiotic production (Susstrunk et al., 1998; Kang et al., 1999), whereas the cAMP receptor protein CRP encoded by gene SCO3571 was shown to be important for morphological development, and ChIP-chip experiments showed secondary metabolism gene clusters including Act contained Crp-associated sites (Derouaux et al., 2004; Gao et al., 2012). Before conducting the cAMP supplementation, cAMP stability in cell-free medium and cAMP uptake by M1146 at 1 h and 2 h after cAMP supplementation was confirmed (Supplementary Figures 5A,B). Interestingly, when M1146 and M1146 + ACT were supplemented with 10 μM cAMP at the mid–log phase (20 h), cell growth increased; the cell masses after supplementation were 1.20- and 1.22-fold higher in M1146 and M1146 + ACT, respectively (Figure 5A). Moreover, intracellular Act production increased in M1146 + ACT (Figure 5B and Supplementary Figure 6A) starting after 50 h, and at 72 h, the total Act production increase was 1.1-fold on average; this is a very minor increase, but statistically significant (*p* < 0.05; Figure 5B). Interestingly, extracellular supplemented cAMP rapidly decreased in M1146, but showed a slower decrease in M1146 + ACT (Figures 5C,D). After 50 h, a renewed increase of extracellular cAMP was observed with or without the addition of cAMP (Figure 5C), but the extracellular cAMP accumulation was higher in the cAMP-supplemented M1146 + ACT culture. The intracellular cAMP showed an increase in both strains with addition of external cAMP (Figure 5D).

**FIGURE 5:**
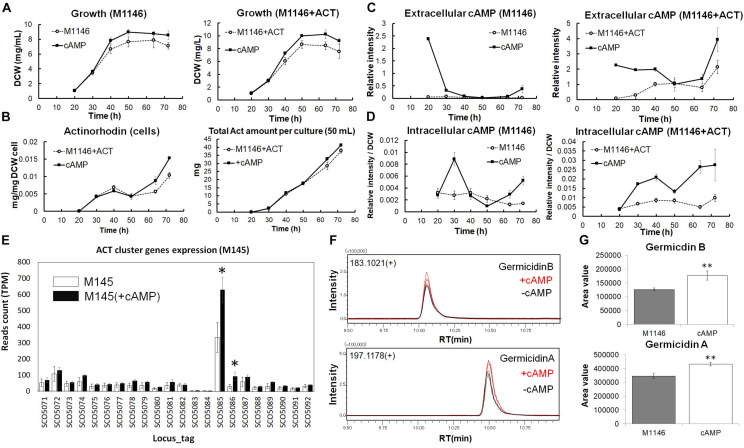
Analysis of cAMP-supplemented to M1146 and M1146 + ACT. **(A)** Cell growth (mg/mL) comparison between the control sample (dot line chart) and cAMP-supplemented sample (black line chart) in M1146 and M1146 + ACT. cAMP was supplemented at the time of the first sampling (20 h). The left panel shows the growth comparison between M1146- and cAMP-supplemented M1146, whereas the right panel shows the growth comparison between M1146 + ACT- and cAMP-supplemented M1146 + ACT. Error bars indicate the standard deviation from three replicates. **(B)** Actinorhodin production (mg/L) comparison between the control sample (dot line chart) and cAMP-supplemented sample (black line chart) in M1146 + ACT during the growth. The left panel shows intracellular actinorhodin production comparison between M1146 + ACT- and cAMP-supplemented M1146 + ACT, whereas the right panel shows total actinorhodin (inside and outside the cell, per 50-mL culture) comparison between M1146 + ACT- and cAMP-supplemented M1146 + ACT. Error bars indicate the standard deviation from three replicates. **(C)** Extracellular cAMP-level comparison between the control sample (dot line chart) and cAMP-supplemented sample (black line chart) during the growth. The left panel shows extracellular cAMP-level comparison between M1146- and cAMP-supplemented M1146, whereas the right panel shows extracellular cAMP-level comparison between M1146 + ACT- and cAMP-supplemented M1146 + ACT. Error bars indicate the standard deviation from three replicates. **(D)** Intracellular cAMP-level comparison between the control sample (dot line chart) and cAMP-supplemented sample (black line chart) during the growth. The left panel shows intracellular cAMP-level comparison between M1146- and cAMP-supplemented M1146, whereas the right panel shows intracellular cAMP-level comparison between M1146 + ACT- and cAMP-supplemented M1146 + ACT. Error bars indicate the standard deviation from three replicates. **(E)** Gene expression level comparison between non–cAMP-supplemented M145 (white bar graph) and cAMP-supplemented M145 (black bar graph). Read count normalized by TPM (transcripts per million) was used, and error bar means standard deviation from three replicates. Gene names are listed in Supplementary Table 7. Asterisk means significant difference (*p* < 0.01). **(F)** Chromatograms of germicidin B and germicidin A from ethyl acetate extracts from M1146 culture with (red line) and without (black line) the addition of cAMP. **(G)** Area value comparison between non–cAMP-supplemented and cAMP-supplemented M1146. Error bar means standard deviation from three replicates. Double asterisk means significant difference (*p* < 0.01).

To evaluate the effects of cAMP on gene expression levels, RNAseq-based transcriptome analysis of cAMP-supplemented cultures of M145 was performed, and DEGs were identified (Supplementary Table 6) based on DEG criteria. cAMP 3 μM was added to M145 cultures after 48 h of the growth and samples were taken at 50 h. Interestingly, cAMP addition increased expression of two genes from the Act biosynthetic gene cluster; SCO5086 (ketoacyl reductase) increased most dramatically by 3.05-fold on average, and SCO5085 (Act biosynthesis pathway-specific activator actII-ORF4) increased by 1.93-fold on average (Figure 5E). Act biosynthesis is known to be tightly controlled by *actII*-ORF4 (Gramajo et al., 1993), and Act production starts after the increased expression of this pathway-specific activator (Gramajo et al., 1993). It is also reported that increasing the transcription of *actII*-ORF4 results in the overproduction of Act (Gramajo et al., 1993). The increase of *actII*-ORF4 in our results is in line with these previous reports and provides a possible direct link between cAMP supplementation and Act production at the level of gene expression.

Interestingly, following the rapid disappearance of supplemented cAMP from the culture medium, a minor accumulation of extracellular cAMP was observed in M1146 at 72 h (Figure 5C). As we had previously observed that antibiotic production was correlated with extracellular cAMP accumulation, we hypothesized that this cAMP accumulation might be related to the production of other secondary metabolites in M1146—while this “clean” strain lacks the capacity to produce the four major antibiotics, 18 other potential biosynthetic gene clusters are known to be still present in the genome (Bentley et al., 2002). To understand if the effect of cAMP addition on the increase of Act production is accompanied by consequences for the production of other secondary metabolites, ethyl acetate extracts of cultures of M1146 and M1146 supplemented with cAMP were measured by LC-QTOF (Quadrupole Time-OF-Flight) MS. As shown in previous studies, antibiotic production heavily depends on the utilized medium (Cihak et al., 2017; Lim et al., 2018). Based on previous data on *S. coelicolor* secondary metabolites, candidate peaks were explored, and two secondary metabolites, namely, germicidin A (theoretical mass: 197.11777, observed mass: 197.118462, mass error: 4.0 ppm) and germicidin B (theoretical mass: 183.10212, observed mass: 183.102920, and mass error: 3.5 ppm), were detected in the extracts (Figure 5F). The annotation was confirmed by MS/MS analysis of each peak (Supplementary Figures 6B,C), and both MS/MS spectra matched the MS/MS spectra from a previous study (Cihak et al., 2017). Based on the peak areas, the production of the two germicidins significantly increased (*p* < 0.01) in the cAMP-supplemented culture (Figure 5G).

### Metabolomics and Transcriptomics Analysis of cAMP-Supplemented *S. coelicolor* Cultures

In order to understand how cAMP improves secondary metabolite production and cell growth, comparative metabolome analysis of M1146 and M1146 + ACT with and without cAMP supplementation was performed (Figure 6A and Supplementary Figure 7). We measured a total of 98 metabolites. The analysis here focuses on metabolites, which consistently increased in M1146 and M1146 + ACT when cAMP was supplemented.

**FIGURE 6:**
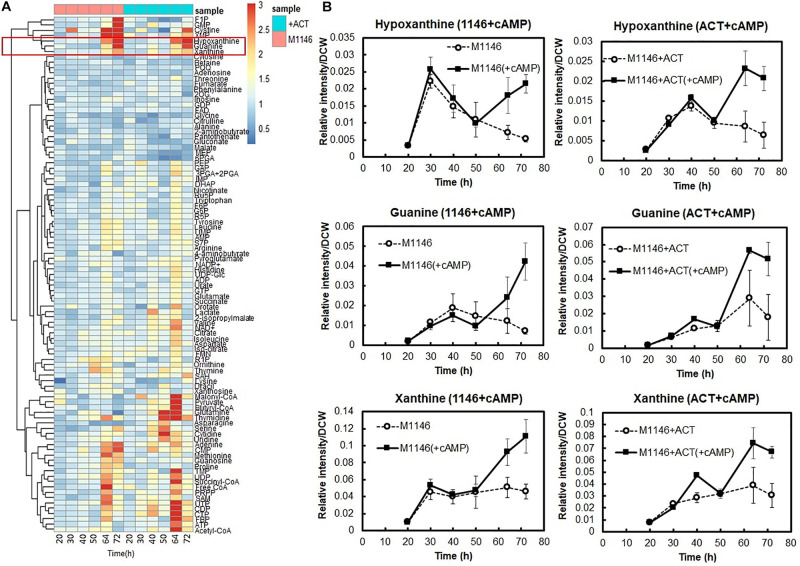
Metabolome analysis of cAMP-supplemented M1146 and M1146 + ACT. **(A)** Intracellular metabolome analysis of cAMP-supplemented M1146 and M1146 + ACT during growth. The metabolite amount difference is shown by fold change of area value (cAMP supplemented/non–cAMP supplemented) in heatmap clustering. Average values from three replicates were used to calculate the fold change values. This heatmap consists of data of cAMP-supplemented of M1146 (pink, left six panels) and M1146 + ACT (blue, right six panels). The metabolites are listed in Supplementary Table 2. **(B)** Intracellular selected metabolite-level (hypoxanthine, guanine, and xanthine) comparison between non–cAMP-supplemented and cAMP-supplemented culture. The left figure shows the comparison between M1146 (dot line, circle) and cAMP-supplemented M1146 (black line, square), whereas the right figure shows the comparison between M1146 + ACT (dot line, circle), and cAMP-supplemented M1146 + ACT (black line, square). Error bar means standard deviation from three replicates.

Interestingly, levels of purine bases, such as hypoxanthine guanine and xanthine, substantially increased at 64 h and 72 h when cAMP was supplemented (Figures 6A,B). Therefore, we hypothesized that increased guanine, xanthine, and hypoxanthine levels and the purine base–utilizing reactions might be a key factor mediating increased cell growth and antibiotic production improvement following cAMP supplementation. This would be in line with earlier observations of a link between purine metabolism and antibiotic production, through their involvement in the synthesis of guanosine tetraphosphates and pentaphosphates (p)ppGpp and the second messenger cyclic-di-GMP (c-di-GMP; Sivapragasam and Grove, 2019).

To support the metabolome analysis result and to understand the phenomenon caused by cAMP supplementation at the level of gene expression, transcriptome analysis of cAMP was performed. To distinguish between the direct effects of cAMP supplementation and indirect effects of Act production, we performed transcriptome analysis on M1146 with addition of cAMP. Based on the same differential expression criteria as described above, DEGs were identified between time points 0, 1, and 2 h (Supplementary Figure 8 and Supplementary Table 8) to identify genes that showed different expression in response to cAMP supplementation. Here, gene expression related to purine metabolism was mapped to the metabolic pathway (Figure 7). The results showed increased expression levels of genes, encoding enzymes involved in the synthesis of 5-aminoimidazole-4-carboxamide ribonucleotide (a shared precursor of purines) in response to cAMP supplementation: SCO1254 (2SCG1.29), SCO4068 (*purD*), SCO4087 (*purM*), and SCO4813 (*purN*). This transcriptome trend is consistent with purine bases (guanine, xanthine, hypoxanthine, and adenine) increasing at the metabolome level. In addition, expression levels of genes encoding salvage pathway enzymes [SCO1514, *apt*, and SCO3405, *hprT* (FDR = 0.077 and log2FC = 0.64)] increased. These phenomena at transcriptome level are consistent with the metabolome-based observation that guanine and GMP levels increase as cAMP is supplemented (Figure 7). Therefore, among the candidate key metabolites (guanine, xanthine, and hypoxanthine) identified to be increasing in the metabolome analysis of cAMP-supplemented culture, it was suggested that guanine or a guanine-related reaction may be mediating the effect of cAMP on cell growth and antibiotic production.

**FIGURE 7:**
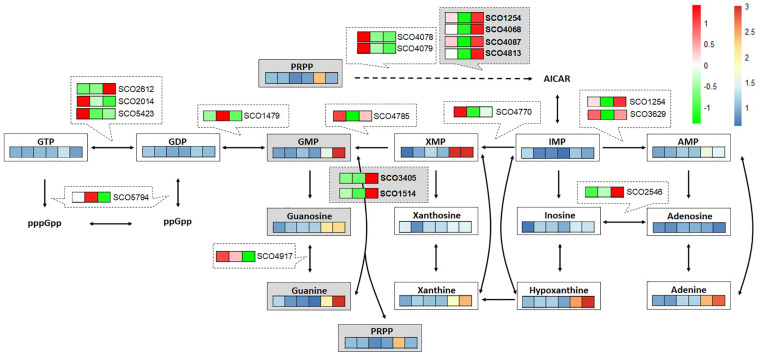
Multi-omics analysis of cAMP-supplemented M1146 mapped to purine metabolism. Time course (20, 30, 40, 50, 64, and 72 h: from left to right) of metabolite-level fold change between non–cAMP-supplemented M1146- and cAMP-supplemented M1146 is shown on a color scale from blue to red. Average values from three replicates were used to calculate the fold change. Time-course gene expression (0, 1, and 2 h: from left to right) changes in response to cAMP supplementation are shown on a color scale from green to red. The average value of read counts was normalized by autoscaling to see the difference well.

To test this hypothesis, we supplemented M1146 + ACT at the mid–log phase with 20 μM 7-methylguanine, which is an analog of guanine that inhibits guanine utilizing reactions by competitive inhibition (Goodenough-Lashua and Garcia, 2003; Fernandez et al., 2010). In addition, 20 μM 7-methylguanosine, which is a possible competitive inhibitor of guanosine utilizing reactions (Pathak et al., 2005), was also supplemented independently at the mid–log phase of M1146 + ACT, to test the idea that guanosine instead of guanine might be the active metabolite in this regulatory system (Figures 8A,B). Interestingly, both 7-methylguanine, and 7-methylguanine supplementation impaired Act production by 2.22- and 1.85-fold, respectively. In addition, both 7-methylguanine and 7-methylguanosine supplementation impaired guanine levels by 2.81- and 2.31-fold, respectively (Figure 8D). In order to identify whether this impairment occurs downstream or upstream of the positive effect of cAMP supplementation, cAMP was also supplemented to the two inhibitor-treated cultures. cAMP supplementation recovered about 50% of Act production only in the 7-methylguanosine–supplemented culture (Figures 8A,B). Cell growth was monitored at 72 h after cAMP was supplemented to the 7-methylguanine– or 7-methylguanosine–treated M1146 + ACT. 7-methylguanine–treated cultures after cAMP supplementation still showed a decreased amount of cells (*p* < 0.01), whereas cAMP supplementation of 7-methylguanosine–treated cultures restored the cell amount to untreated levels (*p* < 0.05; Figure 8C). Guanine levels in the cells in inhibitor- and cAMP-supplemented cultures were also monitored and compared at 72 h; here, the addition of cAMP did not restore the guanine level in 7-methylguanine–supplemented culture, whereas addition of cAMP restored the guanine level in 7-methylguanosine–supplemented cultures (by 1.66-fold, statistically not significant; Figure 8D). This is in partial agreement with our original hypothesis that an increase in guanine is necessary for cell growth and antibiotic production improvement by cAMP supplementation. In summary, the addition of cAMP to 7-methylguanine–supplemented culture did not restore Act production and cell growth, whereas the addition of cAMP to 7-methylguanosine–supplemented culture restored the impaired Act production and cell growth. Therefore, the negative effect of 7-methylguanine supplementation occurs upstream of the effects of cAMP supplementation, and we suggest that the reaction(s) inhibited by 7-methylguanine are mediating the positive effect on growth and antibiotic production in *S. coelicolor*.

**FIGURE 8:**
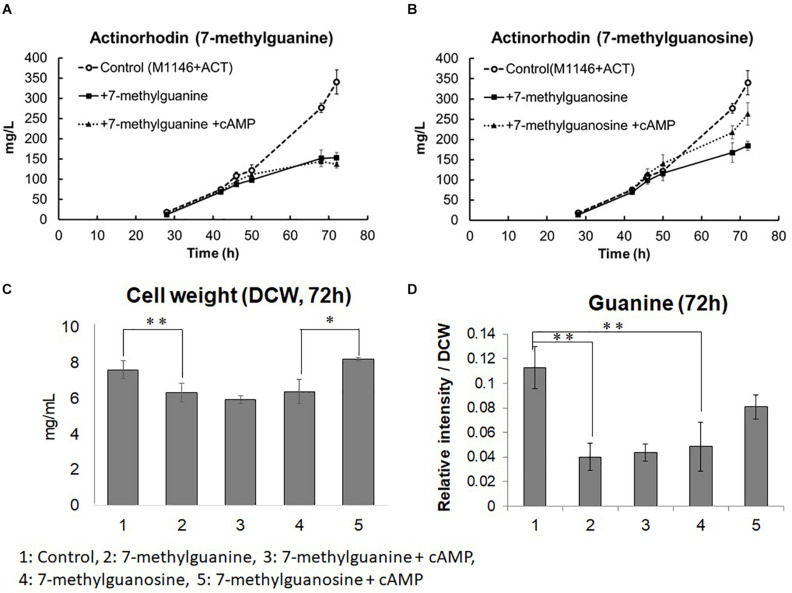
Actinorhodin production inhibition by 7-methylguanine and 7-methylguanosine in M1146 + ACT and restoration by addition of cAMP. **(A)** Actinorhodin production in control (M1146 + ACT; semi dotted line, circle), 7-methylguanine (20 μM)-supplemented (black line, square), and 7-methylguanine (20 μM)– and cAMP (10 μM)–supplemented (dotted line, triangle) cultures. Error bar means standard deviation from three replicates. Circle means control sample, square means 7-methylguanine–supplemented, and triangle means 7-methylguanine– and cAMP-supplemented culture. **(B)** Actinorhodin production in control (M1146 + ACT; semi dotted line, circle), 7-methylguanosine (20 μM)-supplemented (black line, square), and 7-methylguanosine (20 μM)– and cAMP (10 μM)–supplemented (dotted line, triangle) cultures. Error bar means standard deviation from three replicates. **(C)** Cell weight (DCW: mg/mL) comparison at 72 h. Error bar means standard deviation from three replicates. Asterisk means significant difference (**p < 0.01, *p < 0.05). **(D)** Guanine amount comparison at 72 h. Error bar means standard deviation from three replicates. Asterisk means significant difference (**p < 0.01).

## Conclusion

In this study, a metabolomics- and transcriptomics-based approach was applied to elucidate the effect of Act production in *S. coelicolor*. The analysis showed that Act production was highly correlated with an increase in extracellular cAMP levels, and cAMP supplementation was found to increase antibiotic production and cell growth. Further multi-omics analysis of cAMP-supplemented cultures showed that guanine levels increased in response to cAMP supplementation, and inhibition of guanine utilizing reactions by the analog 7-methylguanine confirmed that some reaction or reactions inhibited by 7-methylguanine mediate the positive effect of cAMP supplementation on growth and antibiotic production.

## Materials and Methods

### Bacterial Strain, Medium, Growth Condition

Bacterial strains were grown in 50 mL liquid minimum nutrition medium with same composition as previous study (Nieselt et al., 2010) in well-siliconized 250-mL flasks containing stainless-steel springs. For inoculation, 1 × 10^9^ colony-forming units of spores were inoculated to the 50 mL medium. Incubation speed and temperature were set to 220 rpm and 30°C, respectively. To measure growth, cells were collected in 2 mL Eppendorf tube and centrifuged to discard supernatant and washed well by dH_2_O and lyophilized by freeze drying for measurement of dry cell weight (DCW).

### Antibiotic Production Quantification

Procedure to quantify extracellular actinorhodin was based on previous study (Nieselt et al., 2010). Cells for intracellular actinorhodin quantification were sampled by fast filtration with 5.0-μm pore size nylon membrane filter and subjected to vacuum fast filtration, and the cells were quenched in 15-mL Falcon tube by liquid nitrogen and kept at −80°C until extraction. The cells were extracted by 4 mL of mix-solvent solution [methanol, chloroform, and water 5:2:2 (vol/vol/vol)] with three cycles of freeze and thaw cycle (freezing at −80°C and thawing at −30°C). The extracts were centrifuged at 10,000 rpm for 10 min, and 2 mL supernatant was transferred to new 15-mL Falcon tube, and 1 mL ultrapure water was added to the supernatant and vortexed well. The mixture was separated to two layers by centrifugation at 10,000 rpm for 10 min, and the upper layer was used for intracellular actinorhodin quantification. The colored extracts were diluted with the same amount of 1 M NaOH solution, and OD608 was measured by photometer. Here, a culture with an already known actinorhodin concentration was extracted exactly the same way as was done for intracellular actinorhodin extraction, and the OD608 was measured. The value was used to quantify the unknown amount of intracellular actinorhodin.

### Culture Sampling for Metabolome Analysis

Based on the growth curve of each strain, more than 10 mg DCW cultures were sampled by nylon membrane filter with 5.0-μm pore size and 47-mm diameter and subjected to vacuum fast filtration. Cells on the filter were washed using twice amount of 3.5% (vol/vol) NaHCO_3_ solution to wash the medium component away. The filter with cells was immediately quenched in 15-mL Falcon tubes by liquid nitrogen and kept at −80°C until extraction. One-milliliter culture was sampled for extracellular metabolome analysis and medium components analysis and Act quantification. The culture was centrifuged at 10,000 rpm for 10 min, and supernatant was kept at −80°C until extracellular metabolites extraction and medium components consumption analysis. For time-course metabolome analysis and medium components analysis, 20, 30, 40, 50, 64, and 72 h were selected for sampling points based on the growth curve. In the case of comparing the metabolome analysis data with transcriptome analysis data, 18, 20, 22, 26, 30, 32, 34, 38, 44, and 50 h were selected for extracellular metabolome analysis, whereas less time points, 18, 22, 26, 30, 34, 38, 44, and 50 h, were selected for intracellular metabolome analysis due to lack of sampling volume.

### Medium Components (Glucose, Glutamate, and Phosphate) Consumption Quantification

Medium components, glucose, glutamate, and phosphate, were measured by commercially available quantification kits. F-kit-D-glucose (J. K. International), L-glutamate assay kit Yamasa NEO (Yamasa), and PiBlue phosphate assay kit (BioAssay Systems) were used for quantification of glucose, glutamate and phosphate in medium, respectively, by following manufacturing guides.

### Extraction of Cells and Medium for Metabolome Analysis

For intracellular metabolome analysis, 4 mL of mix solvent [methanol, chloroform, and water ratio 5:2:2 (vol/vol/vol)] with 50 μg/L (+) 10-camphorsulfonic acid as an internal standard was added to frozen cells in 15-mL Falcon tubes and extracted with three cycles of freeze and thawing cycles (freezing at –80°C, thawing at –30°C, vortexing for 10 s, and sonication for 10 s). The extracted cells were centrifuged at 10,000 rpm, 4°C for 10 min, and the supernatant was used for the following extraction procedures. To the supernatant (2 mL), 1 mL ultrapure water was added and vortexed for 5 s and separated to two layers by centrifugation (10,000 rpm, 4°C) for 10 min. The upper polar phase was filtered by 0.2 μm PTFE hydrophilic membrane filter, and the 2 mL extract solution was applied to centrifugal concentration by spin dryer for 2 h, and the samples were lyophilized overnight. The lyophilized sample was kept at −80°C until analysis. The lyophilized sample was reconstituted with 400 μL ultrapure water when analyzed. The extracted cells were washed by ultrapure water and subjected to freeze drying to calculate DCW used for intracellular metabolome analysis and normalize metabolite abundance by the cell amount.

For extracellular metabolome analysis, 50 μL culture supernatant was added to 1.8 mL mix solvent with the same composition for intracellular metabolites extraction. The mixture was vortexed for 5 s and kept at -30°C, and the extracts were centrifuged at 10,000 rpm and 4°C for 10 min. The supernatant (1.3 mL) was mixed with 0.65 mL ultrapure water and vortexed for 5 s and separated to two layers by centrifugation at 10,000 rpm and 4°C for 10 min, and supernatant was filtered by 0.2 μm PTFE hydrophilic membrane filter. Filtered sample (1 mL) was applied to centrifugal concentration by spin dryer for 1 h, and the sample was lyophilized overnight, and lyophilized sample was kept at -80°C until analysis. The lyophilized sample was reconstituted with 200 μL ultrapure water when analyzed. Intracellular and extracellular reconstituted sample solution (40 μL) was transferred to LC vial for following LC-MS/MS analysis.

### LC-MS/MS Analysis for Intracellular and Extracellular Metabolome Analysis

In this study, two kinds of LC-MS/MS platform were employed for achieving a wider range of metabolite coverage. One is ion-pair LC-MS/MS with negative ionization mode, which is previously described (Nitta et al., 2017). Acquired data from this analysis were analyzed by Lab solution (Shimadzu).

For sugar phosphate isomer separation, different gradient (see below) was employed for better chromatographic separation, whereas other parameters were set to be the same. The gradient is as follows: Percentage of mobile phase B was held at 0% for 1 min and raised to 50% in 30 min and raised to 100% in a minute. After holding at 100% for 1 min, the percentage was decreased to 0% in a minute and held at 0% for 6 min for column equilibration for the next analysis. All metabolites’ abundance was normalized by area value of internal standard [(+) 10-camphorsulfonic acid] and the DCW used for metabolite extraction.

The other platform is LC-MS/MS in positive ionization mode with ESI (electrospray ionization) mode. Nexera X2 UHPLC coupled to LCMS 8050 (Shimadzu) with Discovery HS F5-3 (3 μm, 150 × 2.1 mm) column was used. Formic acid 0.1% (vol/vol) in ultrapure water was used for mobile phase A, whereas acetonitrile was used for mobile phase B.

Column oven temperature was set to 40°C, and injection volume was set to 3 μL. The chromatographic separation was conducted by gradient mode as follows. The total flow rate was set to 0.2 mL/min, and percentage of mobile phase B was held at 0% for 5 min and raised with a gradient for 4%/min until 40% and held for 10 min and then raised with a gradient 60%/min until 100%. After holding at 100% for 2.5 min, the percentage was decreased to 0% in a minute and held at 0% for 6 min for column equilibration for the next analysis. Mass spectrometer parameters were set to as follows: DL (desolvent line) temperature was set to 250°C; heating block temperature was set to 400°C; nebulizer gas flow was set to 3 L/min; drying gas flow rate was set to 10 L/min; heating gas flow rate was set to 10 L/min; and interface temperature was set to 400°C. All analyses were performed by MRM mode. Acquired data from this analysis were analyzed by Lab solution (Shimadzu). All metabolites’ abundance was normalized by area value of internal standard [(+) 10-camphorsulfonic acid]. Metabolome analysis data have been deposited to the Metabolights public repository under accession numbers MTBLS1984 and MTBLS2025.

### Culture Sampling for RNAseq Analysis

Before sampling, all solutions used for RNA extraction was autoclaved two times to avoid RNase contamination. Based on the growth curve, more than 2.0 mg DCW cell cultures were sampled and mixed with twice the amount of RNA protection reagent (Qiagen), immediately. The cells were vortexed for 10 s, kept for 5 min at room temperature, and centrifuged at 10,000 rpm, 20°C for 10 min. Supernatant was eliminated as much as possible, and the cells were quenched by liquid nitrogen immediately and kept at −80°C until RNA isolation. For time-course RNAseq of M1146 and M1146 + ACT, the samples were collected at 18, 20, 22, 26, 30, 32, 34, 38, 44, and 50 h. For RNAseq of cAMP-supplemented M145, 3 μM cAMP was supplemented to M145 at 48 h, and the samples were collected at 50 h. For RNA-Seq of cAMP-supplemented M1146, 10 μM cAMP was supplemented at 20 h, and the samples were collected at 21 and 22 h.

### Cell Lysis, RNA Extraction, Purification, and Quality Check

Cells were resuspended by double-autoclaved empty tip, and 0.17 mL of 15 mg/mL lysozyme was added to the cells and incubated at 30°C for 10 min. The solutions including cells were transferred to tube containing lysing matrix E (MPbio medicals) and 0.6 mL RLT buffer (Qiagen) supplemented with β-mercaptoethanol (100:1, vol/vol) and vortexed for 5 s. Three pulses were applied to the tube by Fast Prep (6.5 m/s, 30 s), whereas the tubes were kept on ice between pulses for 30 s. The tubes were centrifuged at 10,000 rpm and 4°C for 1 min, and the lysate was recovered. After centrifuging heavy Phase Lock Gel (PLG) tube to pack the resin for 1 min, 0.65 mL recovered lysate was transferred to the heavy Phase Lock Gel (PLG) tube; 0.65 mL isoamyl alcohol and acid phenol mixture were added to the lysate in heavy PLG tube and mixed by inversion for 1 min. The heavy PLG tubes containing extracts were centrifuged for 5 min, and superior aqueous phase was recovered. RNA purification was performed with Direct-zol RNA MiniPrep Plus (Zymo research). After 0.6 mL ethanol was added to recovered 0.6 mL of aqueous phase and mixing by pipette, Zymo-spin IIICG column was assembled to collection tube, and 0.6 mL mixture solution was transferred to the assembled column-collection tube and centrifuged at 10,000 rpm for 30 s. Flow-through from the collection tube was discarded, and the remaining 0.6 mL of mixture of aqueous extract and ethanol was transferred to the assembled column-collection tube, consequently centrifuged at 10,000 rpm for 30 s. The flow-through in the collection tube was discarded again. RNA wash buffer completed with ethanol (0.4 mL) was added to the column and centrifuged at 10,000 rpm for 30 s, and the flow-through was discarded. To the column matrix, 80 μL of DNase (6 U/μL) was added and incubated at 30°C for 15 min. After incubation, RNA was washed for two cycles (adding 0.4 mL of Direct-zol RNA prewash to the column, centrifuging at 10,000 rpm for 30 s and discarding the flow through). To the column, 0.7 mL RNA wash buffer was added and centrifuged for 2 min to ensure complete removal of wash buffer. Consequently, the column was transferred to a new RNase-free tube; 50 μL of DNase/RNase-free water was added and incubated at room temperature for 1 min. The column with sample containing water was centrifuged at 10,000 rpm for 1 min, and the tube with the RNA sample was frozen by liquid nitrogen until the next step. RNA concentration was quantified by NanoDrop (ThermoFisher Scientific), and RNA quality based on RNA integrity number was evaluated by Bio-analyzer (Agilent Technologies).

### Ribosomal RNA Deletion, cDNA Library Construction, and Sequencing

All rRNA deletion, strand-specific cDNA library construction, and the sequencing experiment were outsourced to Vertis Co. (Germany) and Genewiz Japan (Japan) and performed by their in-house–developed methods. Time-course RNAseq analysis of M1146 and M1146 + ACT and RNAseq of cAMP-supplemented M145 was performed by Vertis (Germany), and cDNA pools were sequenced on an Illumina NextSeq 5000 system using 75-bp length with 1 × 10-M reading depth. Time-course RNAseq analysis of cAMP-supplemented M1146 was performed by Genewiz (Japan), and cDNA pools were sequenced by Illumina HiSeq X-ten system using 150-bp length with 2 × 10-M reading depth.

### RNASeq Data Analysis

Sequencing data were obtained from Vertis Co. and Genewiz Co. in FASTQ format. Reference genome data of *S. coelicolor* were downloaded from NCBI, and generation of reference genome library and read mapping to the reference genome library were performed by STAR version 2.7 (Dobin et al., 2013) on a Linux PC. Obtained SAM files were converted to BAM file by Samtools (Li et al., 2009). Defining gene model, reads counting, normalization, and differential gene expression analysis procedures were based in a previous study (Love et al., 2015). All data were transferred to R version 3.6.1, and BAM file list was generated by R package Rsamtools; reference gene model was generated by R package GenomicFeatures (Lawrence et al., 2013); sequencing reads were counted R package GenomicAlignments (Lawrence et al., 2013), and finally RLE normalization and differential gene expression analysis were performed by R package DESeq2 (Love et al., 2014). For defining differential gene expression, a threshold of FDR less than 5% and log2 FC greater than 0.5 was chosen. RNAseq analysis data have been deposited to the NCBI Gene Expression Omnibus public repository under accession numbers GSE155796, GSE158810, and GSE158811.

### GSEA

Gene Set Enrichment Analysis was performed using the DAVID Functional Annotation Bioinformatics Microarray Analysis version 6.8 (Huang da et al., 2009a,b). The GSEA was performed based on biological process, pathway, and keywords.

### Multivariate Analysis (Heatmap Analysis and K-Means Clustering)

Heatmap analysis of metabolome data was conducted using the R package pheatmap under R version 3.6.1. K-means clustering of time-course transcriptome data was performed using iDEP90 (Ge et al., 2018).

### cAMP Addition and Analysis of the Culture Extracts by LC-QTOF MS

cAMP (10 μM) was supplemented to culture of M1146 at the mid–log phase, and culture was sampled at 72 h. Medium (20 mL) was vortexed well with 20 mL ethyl acetate. After centrifugation (10,000 rpm, 4°C) for 10 min, the 20 mL supernatant was subjected to centrifugal concentration and lyophilized by freeze drying. The lyophilized sample was reconstituted with 400 μL 50% acetonitrile, and the 40 μL solution was transferred to LC vial and subjected to LC-QTOF MS analysis. LC-QTOF MS 9030 (Shimadzu) was used for secondary metabolite detection and Nexera XR UHPLC (Shimadzu), and the Inert Sustain AQ-C18 (3 μm, 150 × 2.1 mm; GLscience) column was used for chromatographic separation. Formic acid 0.1% in ultrapure water (vol/vol) was used for mobile phase A. whereas acetonitrile with 0.1% formic acid (vol/vol) was used for mobile phase B. The chromatographic separation was performed by gradient mode. Gradient condition is as follows. The ratio of mobile phase B was kept at 0% for 3 min, raised until 100% by 8 min, and kept at 100% for 2 min. The B ratio was reduced to 0% by 3 min and kept at 0% for the next analysis. The flow rate was set to 0.2 mL/min. Column oven temperature was set to 40°C. The injection volume was set to 3 μL. For mass spectrometer parameter, the following settings were used. Interface voltage was set to 4 kV, needle voltage was set to 4.5 kV, flow rate of nebulizer gas was set to 2.0 L/min, flow rate of heating gas was set to 10 L/min, flow rate of drying gas was set to 10 L/min, interface temperature was set to 300°C, DL temperature was set to 250°C, and heat block temperature was set to 250°C. Metabolites were ionized in positive ionization mode by DUIS (dual ion source) mode. For secondary metabolite peak discovery, TOF *m/z* range was set to 100 to 700. For specific germicidin analysis, TOF *m/z* range was set to 100–250. For MS/MS analysis, collision energy was set to -15 eV.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The metabolome analysis data and transcriptome analysis data were uploaded to public data repositories “Metabolights database” and “NCBI GEO database”. The accession numbers can be found in the article.

## Author Contributions

EF, SP, ET, and RB conceived the idea of this study. The experiments were designed by all authors. All experiments were performed by KN. The data interpretation was done by KN, ET, SP, RB, and FC. The manuscript was written by all authors. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Multi-Omics Analysis of the Effect of cAMP on Actinorhodin Production in Streptomyces coelicolor
**Source:** Front Bioeng Biotechnol. 2020 Nov 5;8:595552. doi: 10.3389/fbioe.2020.595552
**Supplement:** Supplementary file 2

**Supplementary Materials**

Multi-omics analysis of the effect of cAMP on actinorhodin production in *Streptomyces coelicolor*

Katsuaki Nitta^1^, Francesco Del Carratore^2^, Rainer Breitling^2^, Eriko Takano^2^*, Sastia P. Putri^1^*, Eiichiro Fukusaki^1^

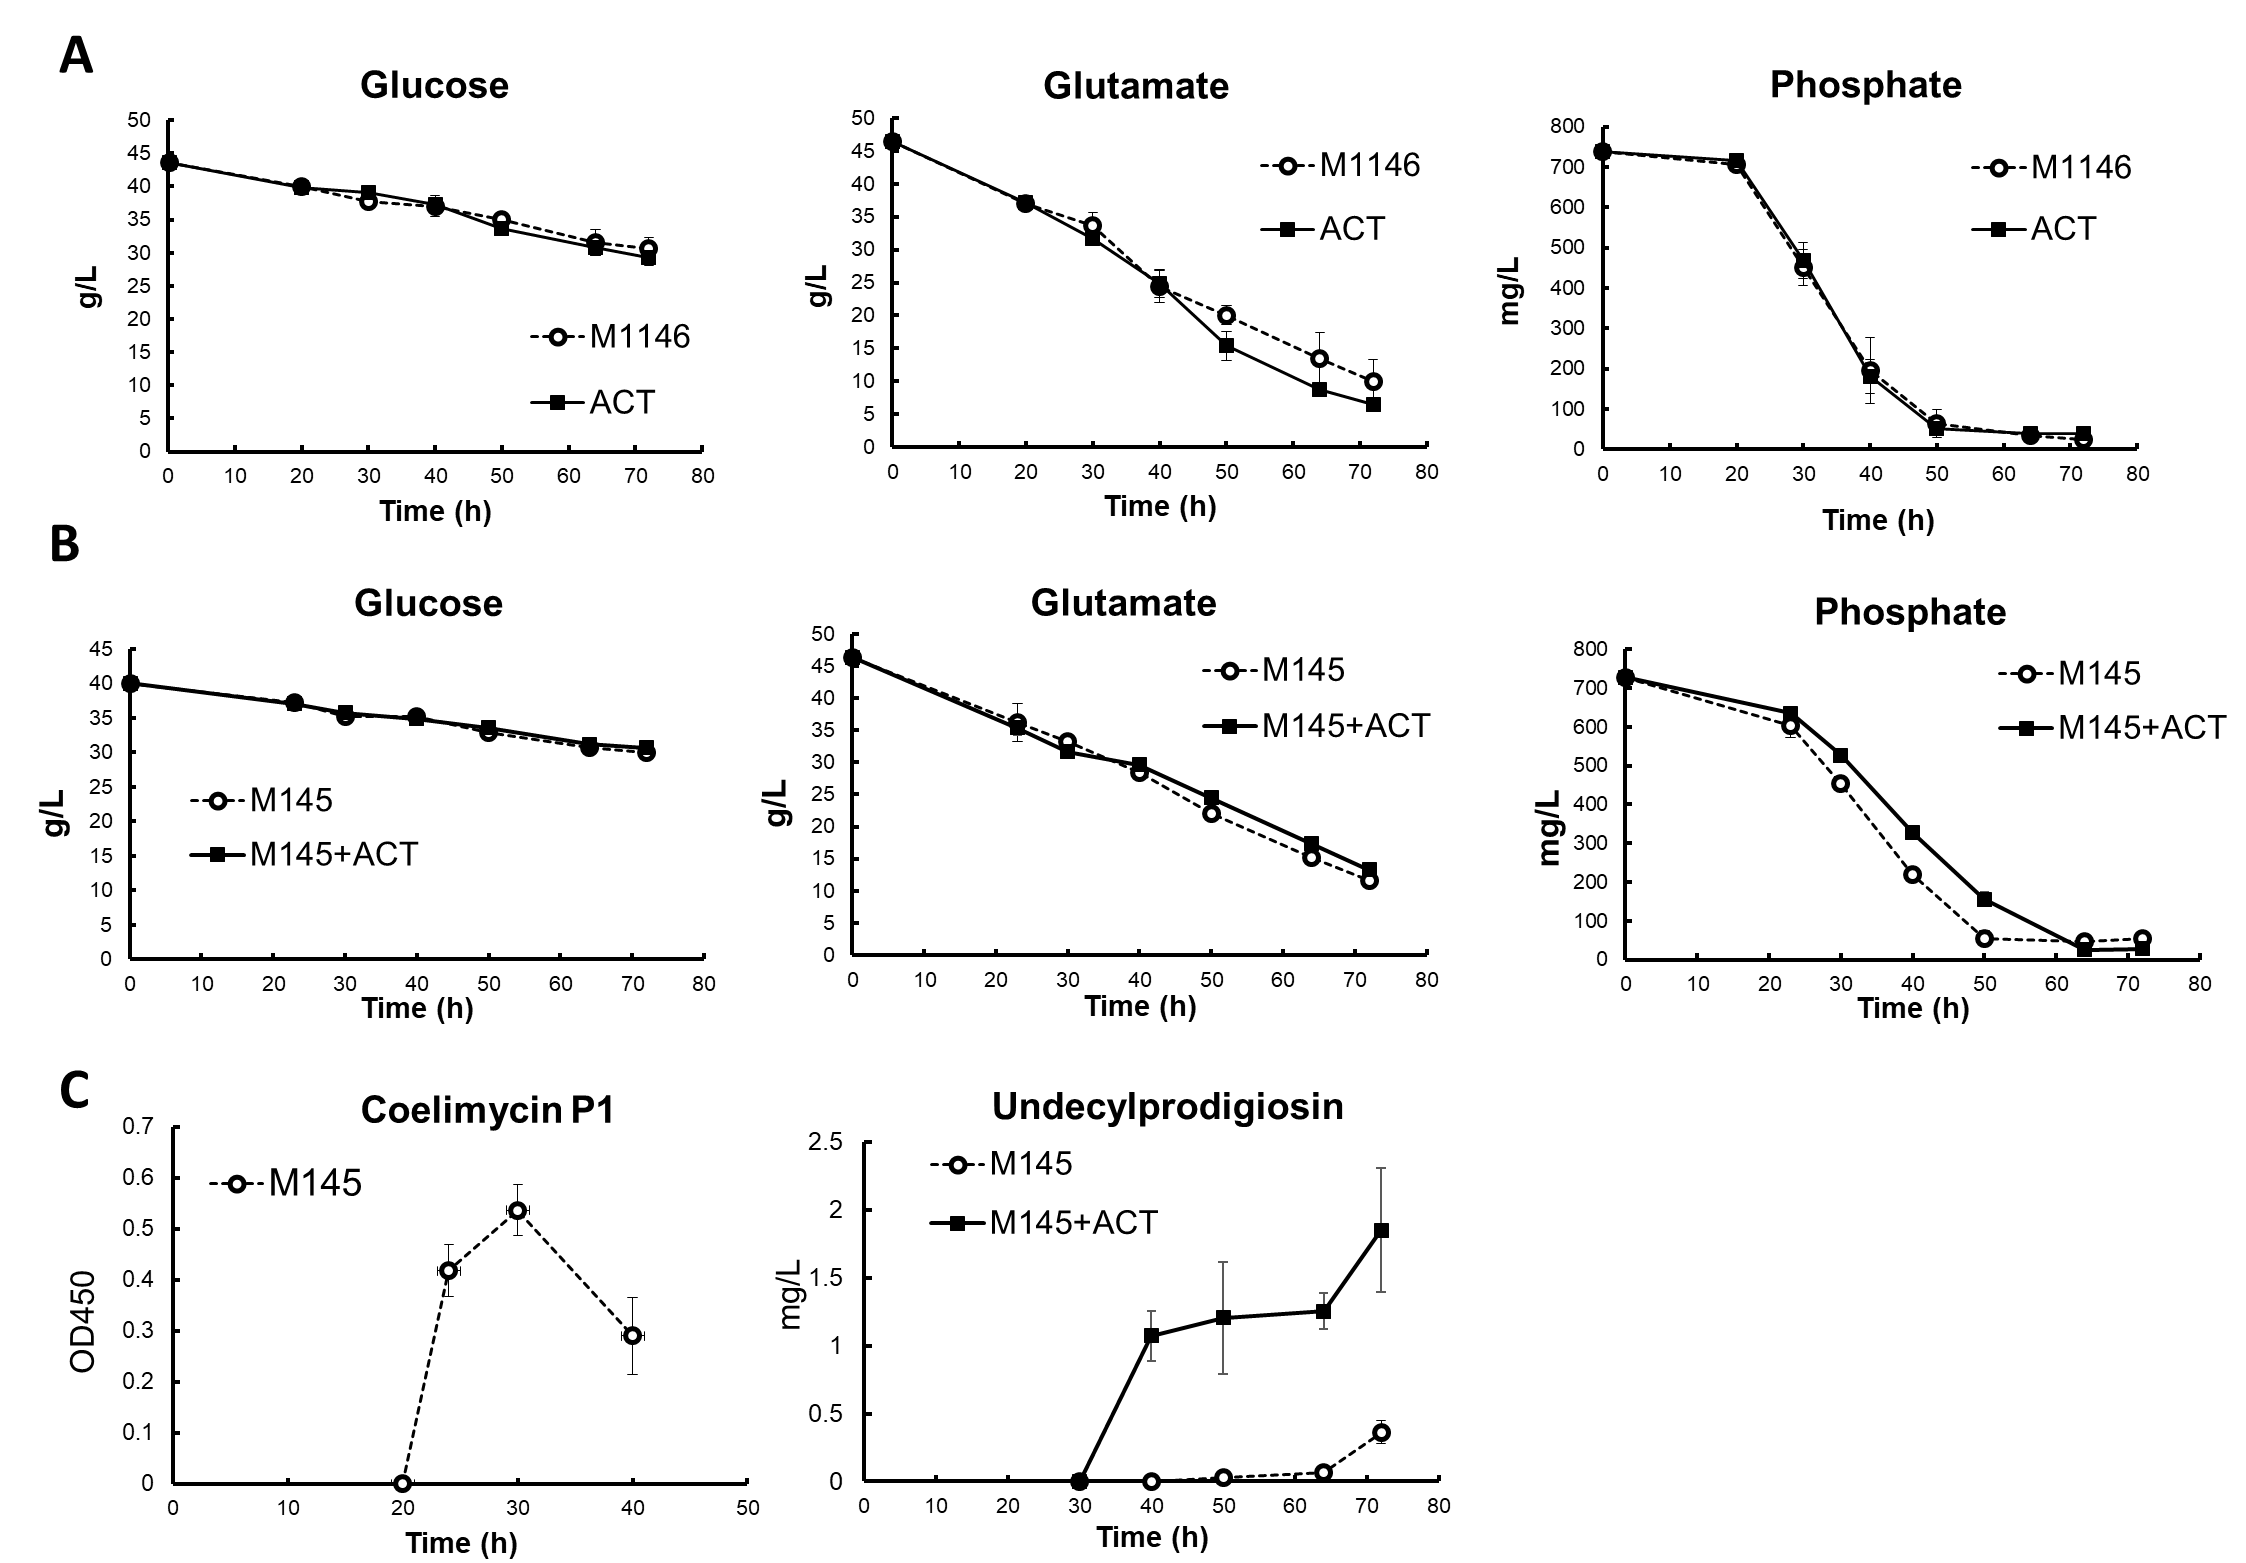

**Supplementary Figure S1. Time-course of the consumption of medium components in four strains M145, M145+ACT, M1146 and M1146+ACT**

(A) Consumption of medium components (glucose, glutamate, phosphate) during growth of M1146 (dotted line chart) and M1146+ACT (black line chart). Error bars indicate the standard deviation among three replicates.

(B) Consumption of medium components (glucose, glutamate, phosphate) during growth of M145 (dotted line chart) and M145+ACT (black line chart). Error bars indicate the standard deviation among three replicates.

(C) Coelimycin P1 production in M145 and Undecylporodigiosin production in M145 (dotted line chart) and M145+ACT (black line chart).

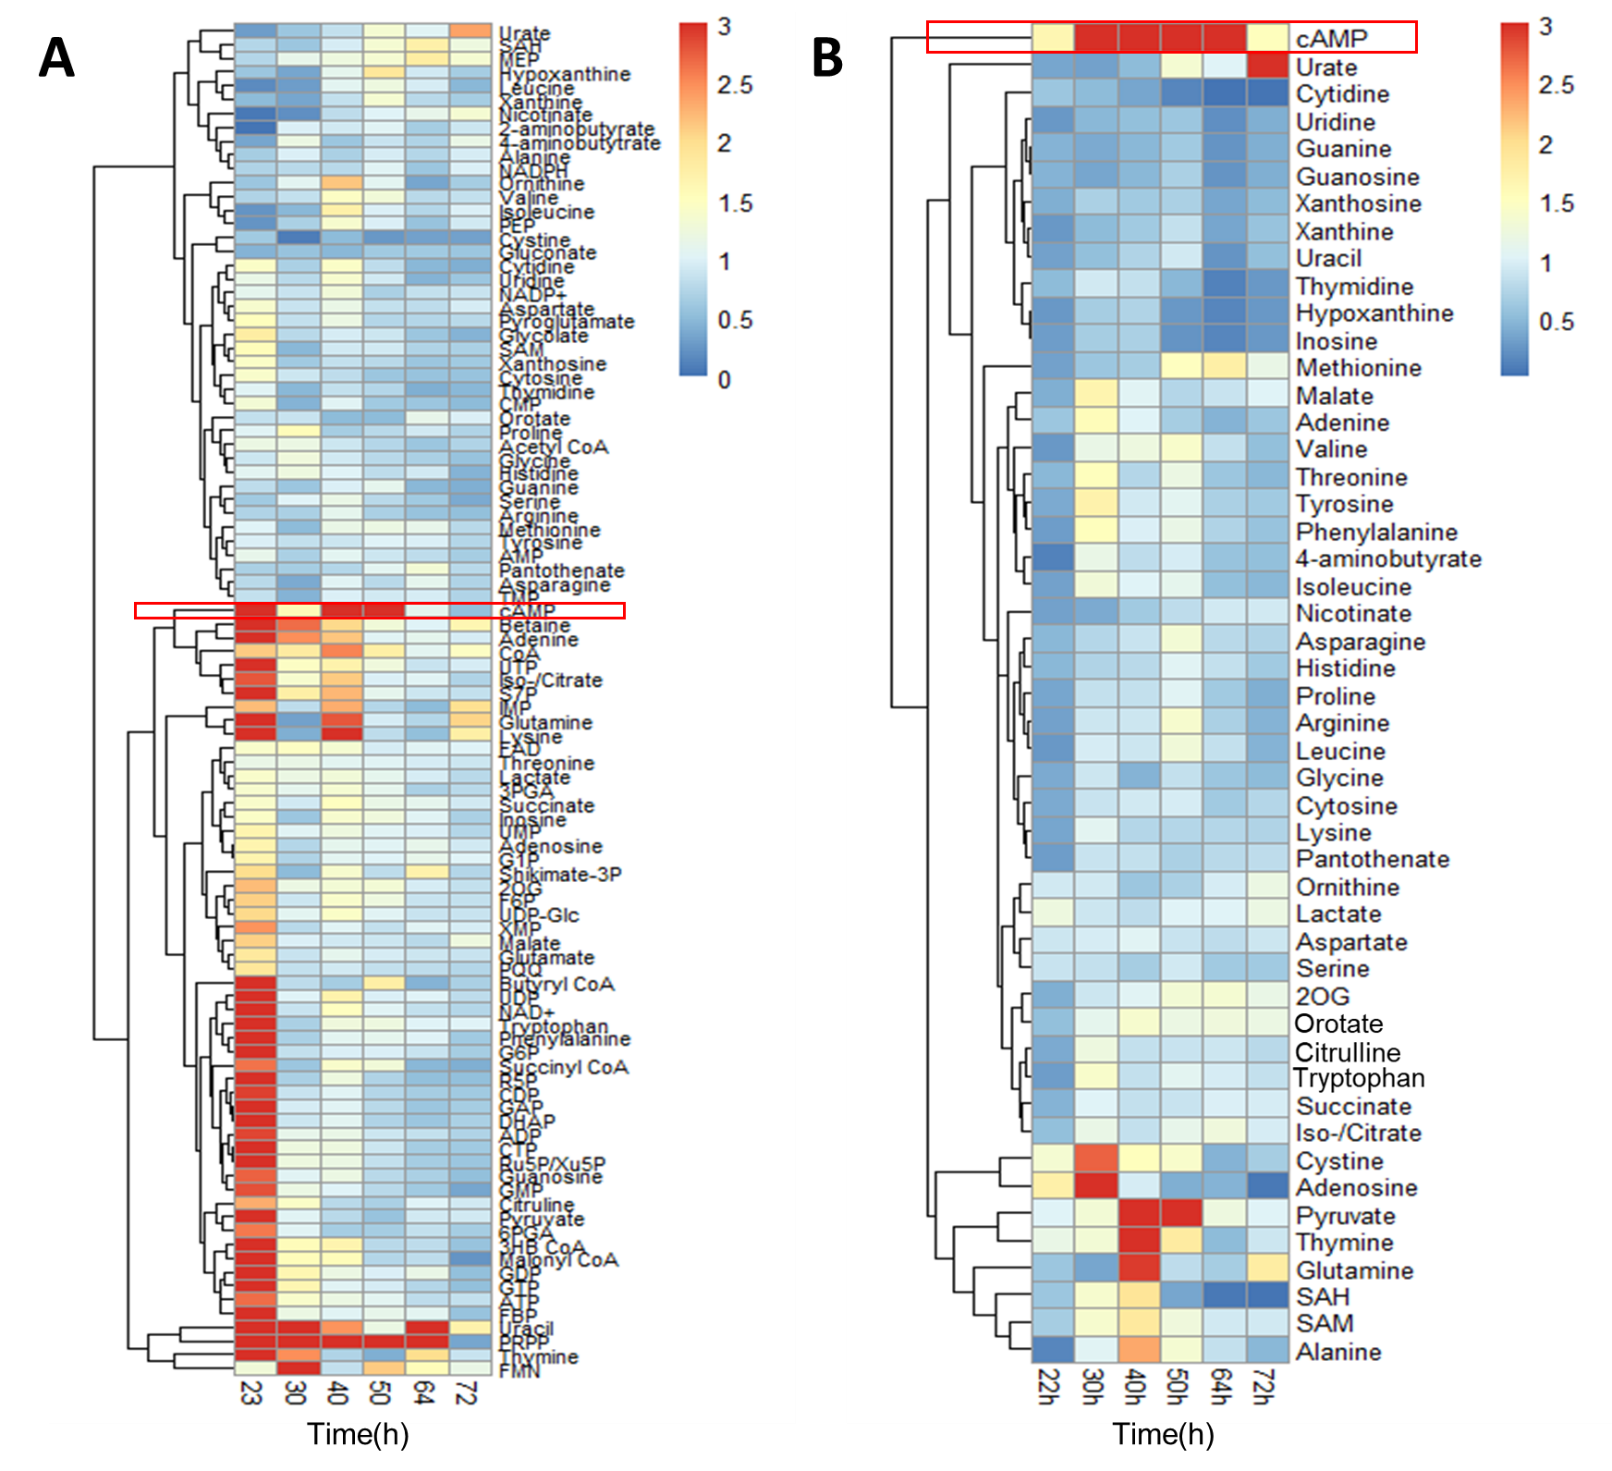

**Supplementary Figure S2.** **Heat map of relative metabolite levels during the growth of M145 and M145+ACT.**

Relative levels are indicated as fold-changes of M145 compared to M145+ACT (red: higher levels in M145+ACT, blue: lower levels in M145+ACT). cAMP results are boxed in red.

1. Intracellular metabolite levels (B) Extracellular metabolite levels.

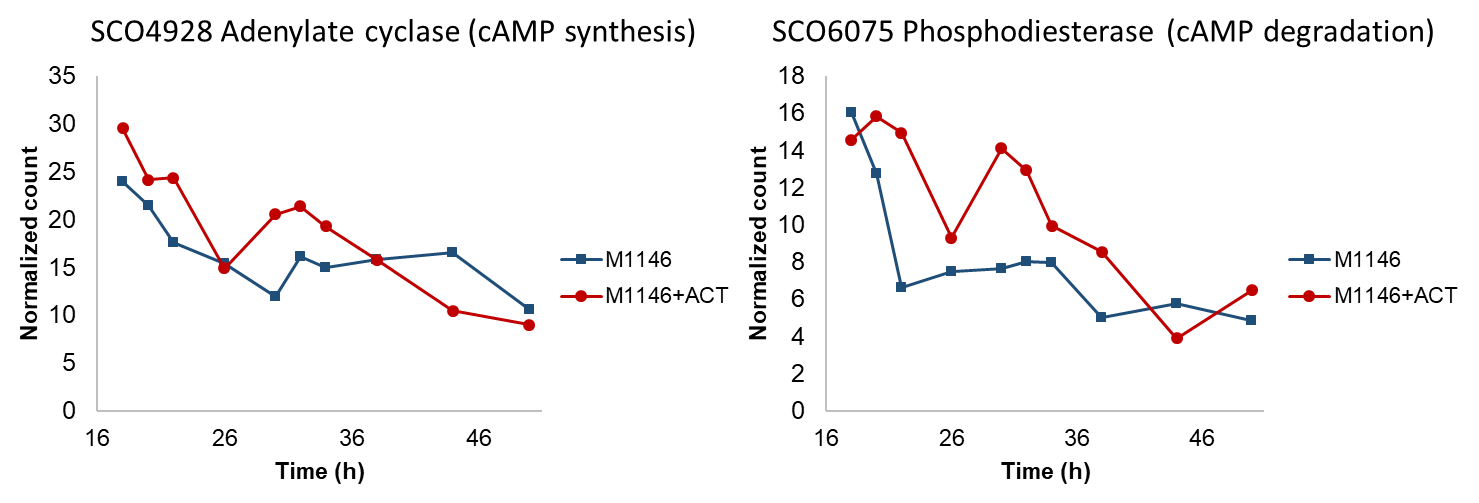

**Supplementary Figure S3 Gene expression level comparison of adenylate cyclase and phosphodiesterase between M1146 and M1146+ACT**

Blue line shows gene expression changes in M1146 while red line shows gene expression level in M1146+ACT. TPM normalized count was used to create the line chart graph

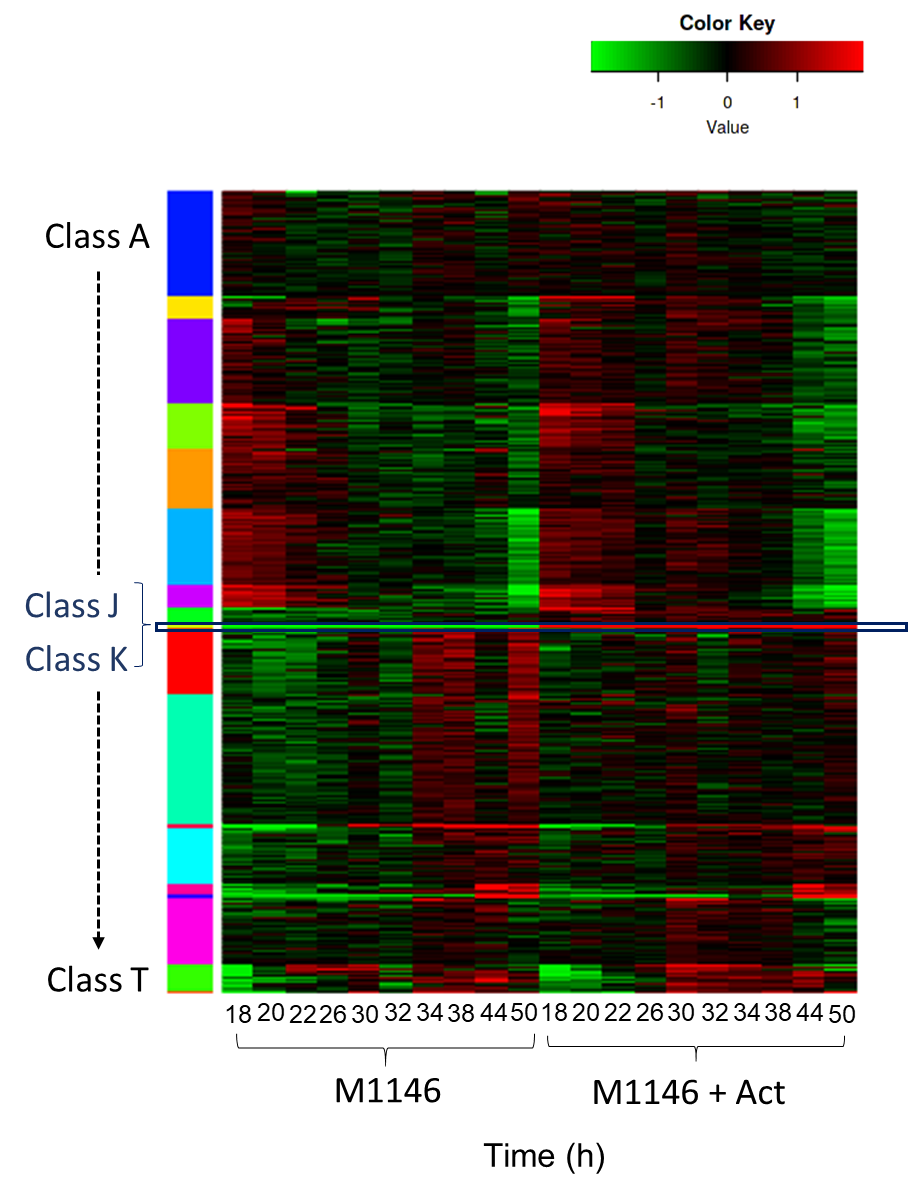

**Supplementary Figure S4 k-means clustering of time-course transcriptome analysis of M1146 and M1146+ACT**

k-means clustering of transcriptome analysis of M1146 and M1146+ACT (k=20). The read counts data from RNAseq were normalized by z-score. 

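With each gene scaled to a z-score before the k-means clustering, the 22 act genes and the 7 Table 1 genes fell into 1 cluster of 227 genes, which was the only one higher in M1146 + ACT at all 10 labelled hours.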

Genes from class J and class K are boxed in blue. The clustering information is shown in supplementary Excel file 1.

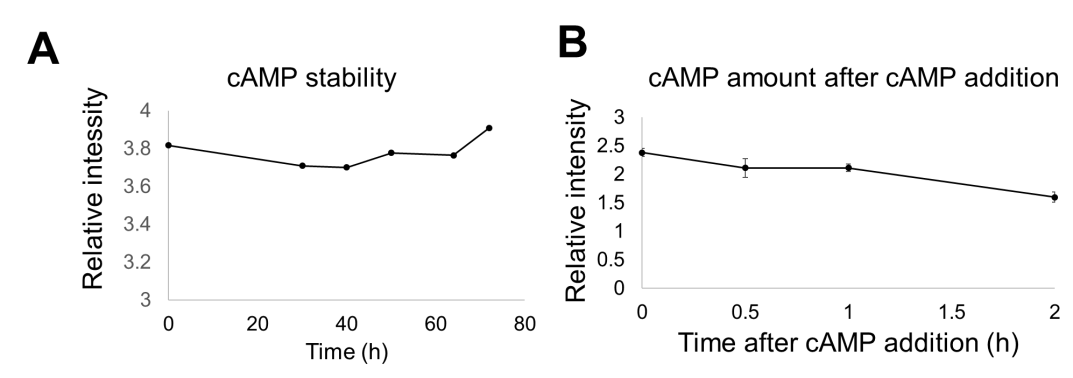

**Supplementary Figure S5.** **cAMP stability and cAMP uptake**

(A) cAMP stability in cell-free medium from 0h to 72h of incubation at 30°C.

(B) cAMP uptake by a growing culture of M1146. Error bars indicate standard deviation among three replicates.

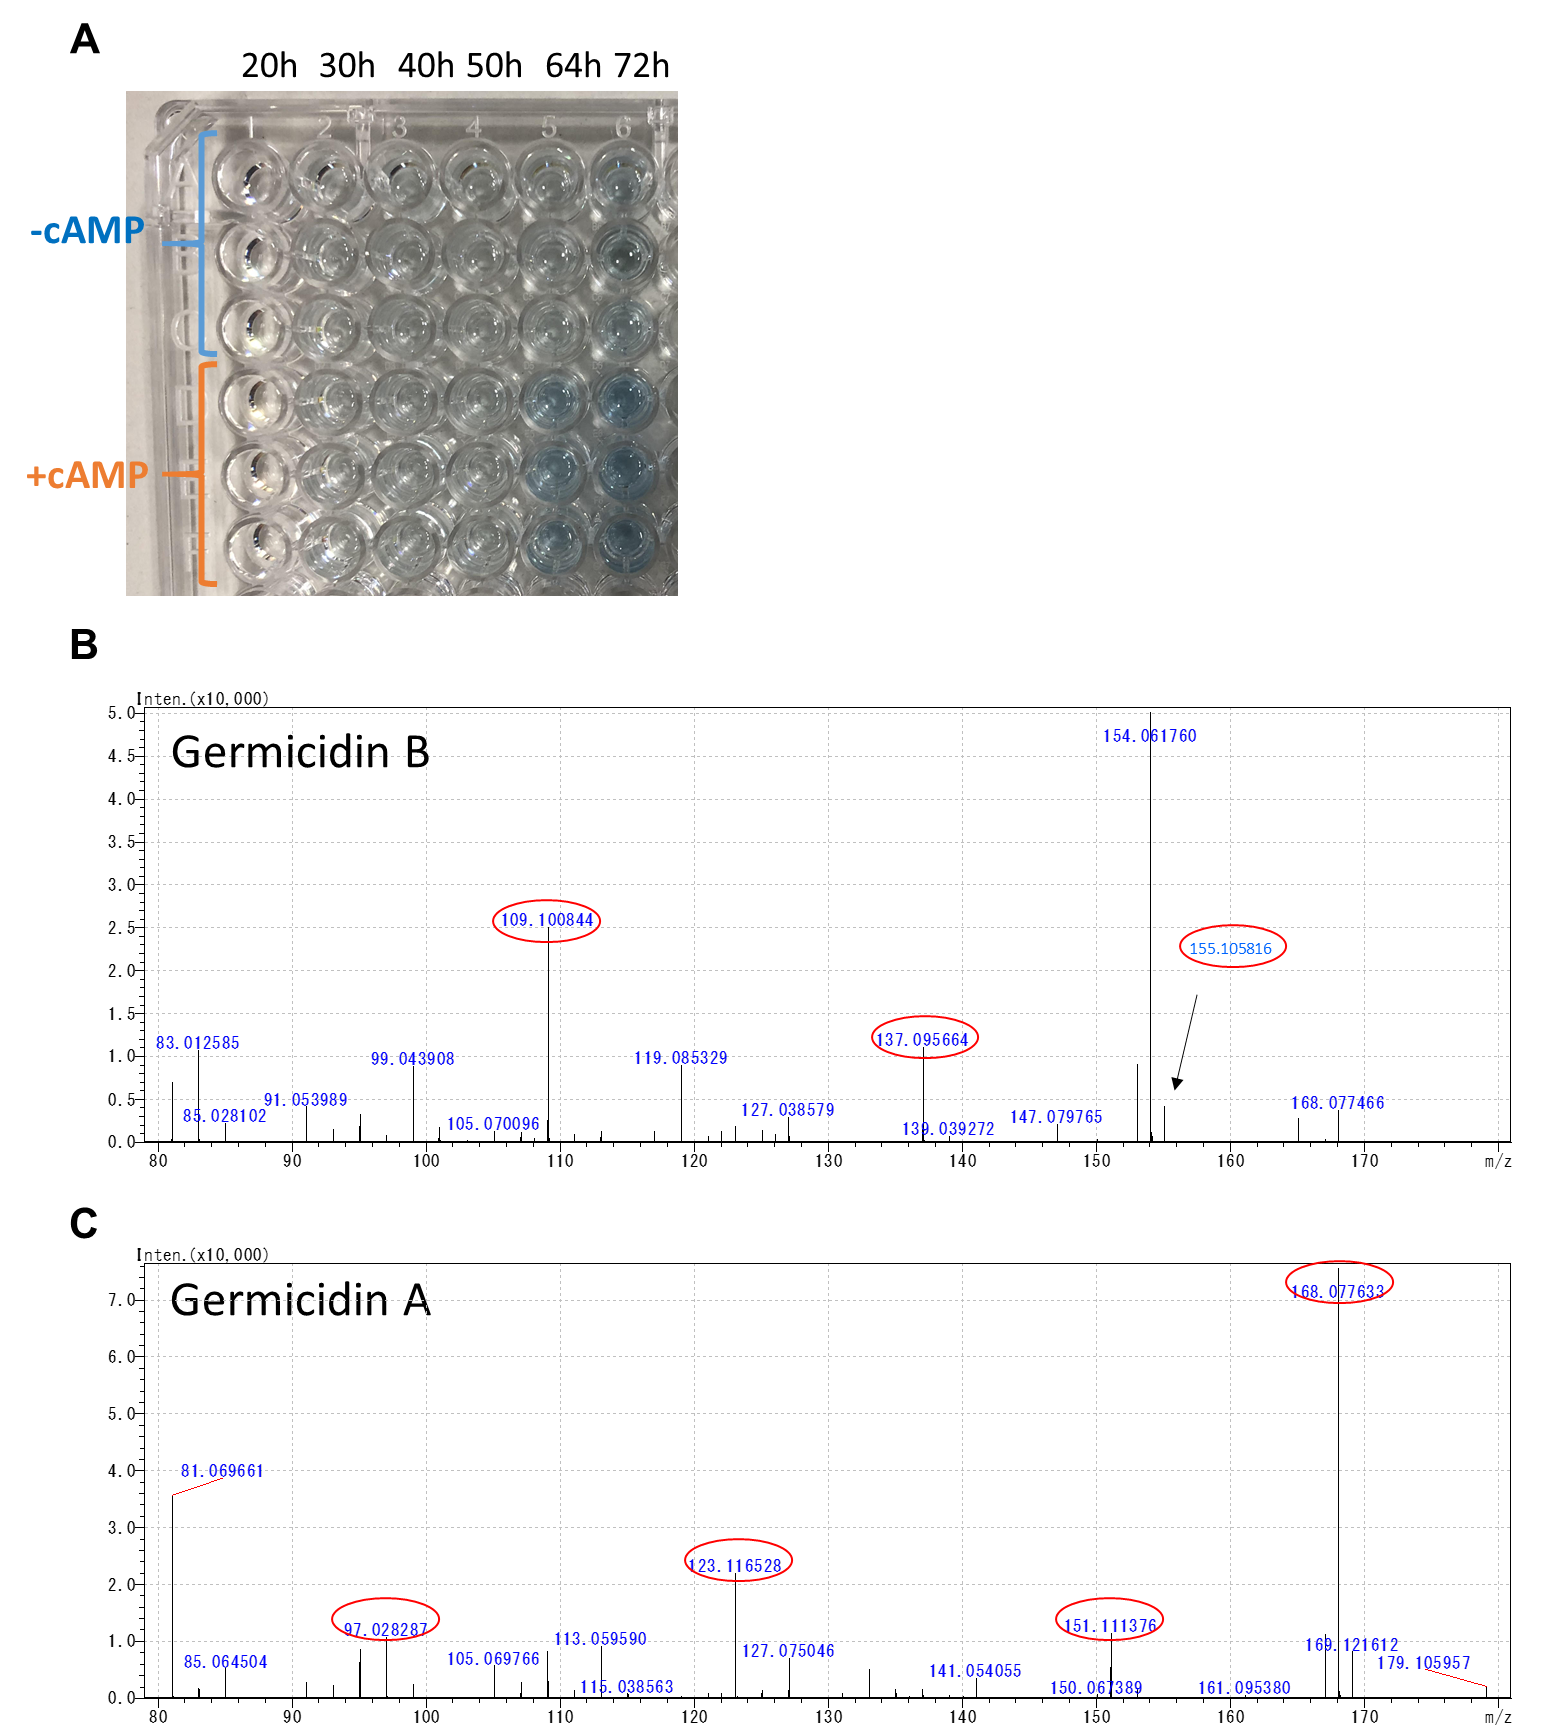

**Supplementary Figure S6. Intracellular actinorhodin production and MS/MS spectrum of two germicidins**

(A) Intracellular actinorhodin production by M1146+ACT, indicated by the presence of blue color, after addition of cAMP during growth.

(B) MS/MS spectrum of Germicidin B extracted from M1146 after addition of cAMP. The collision energy was set to −15 eV. Ions circled in red were observed in a previous study.

(C) MS/MS spectrum of Germicidin A extracted from M1146 after addition of cAMP. The collision energy was set to −15 eV. Ions circled in red were observed in a previous study.

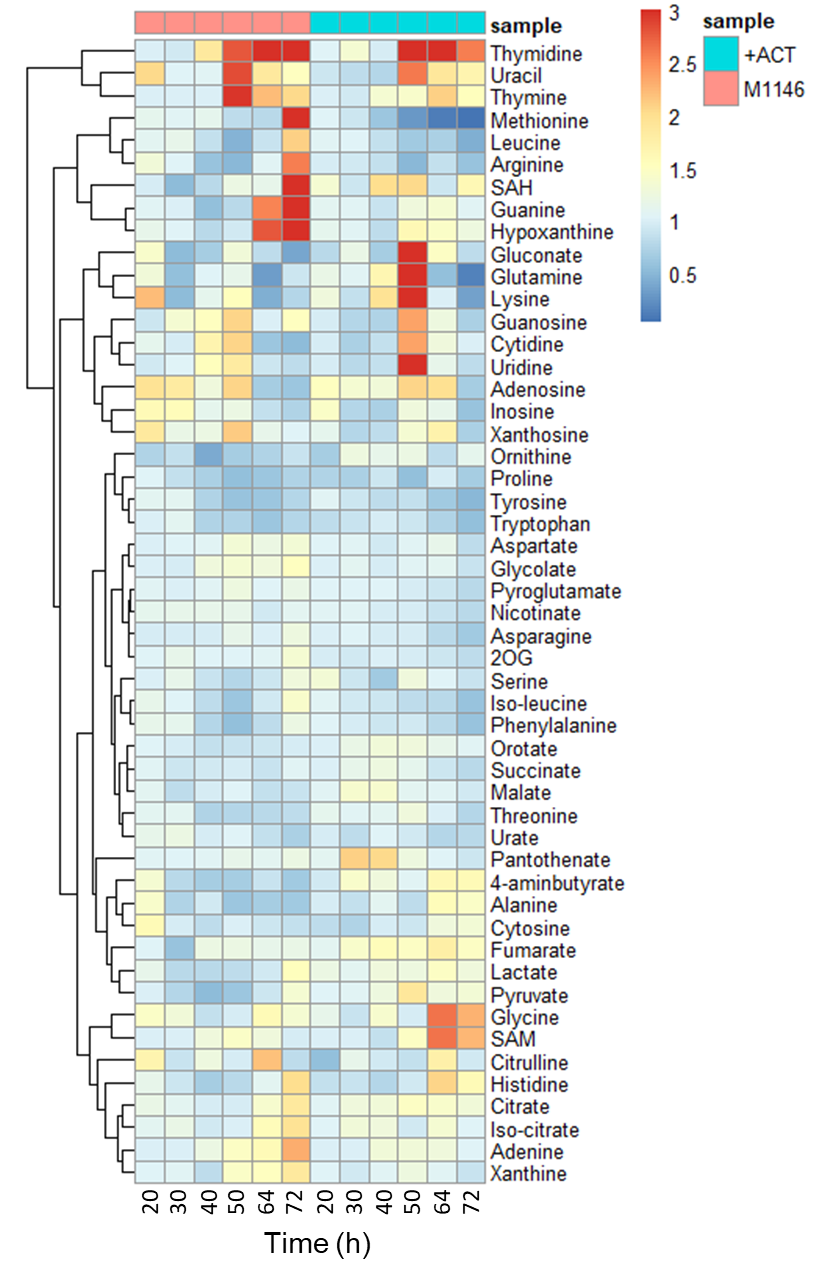

**Supplementary Figure S7. Extracellular metabolome analysis of cAMP supplemented M1146 and M1146+ACT during growth.**

The metabolites amount difference is shown by fold-change of area value (cAMP supplemented/non-cAMP supplemented) in heat map clustering. Average value from three replicates were used to calculate the fold-change value. This heat map consists of data of cAMP supplemented of M1146 (pink – left 6 panels) and M1146+ACT (blue – right 6 panels). The metabolites are listed in Supplementary Table S2.

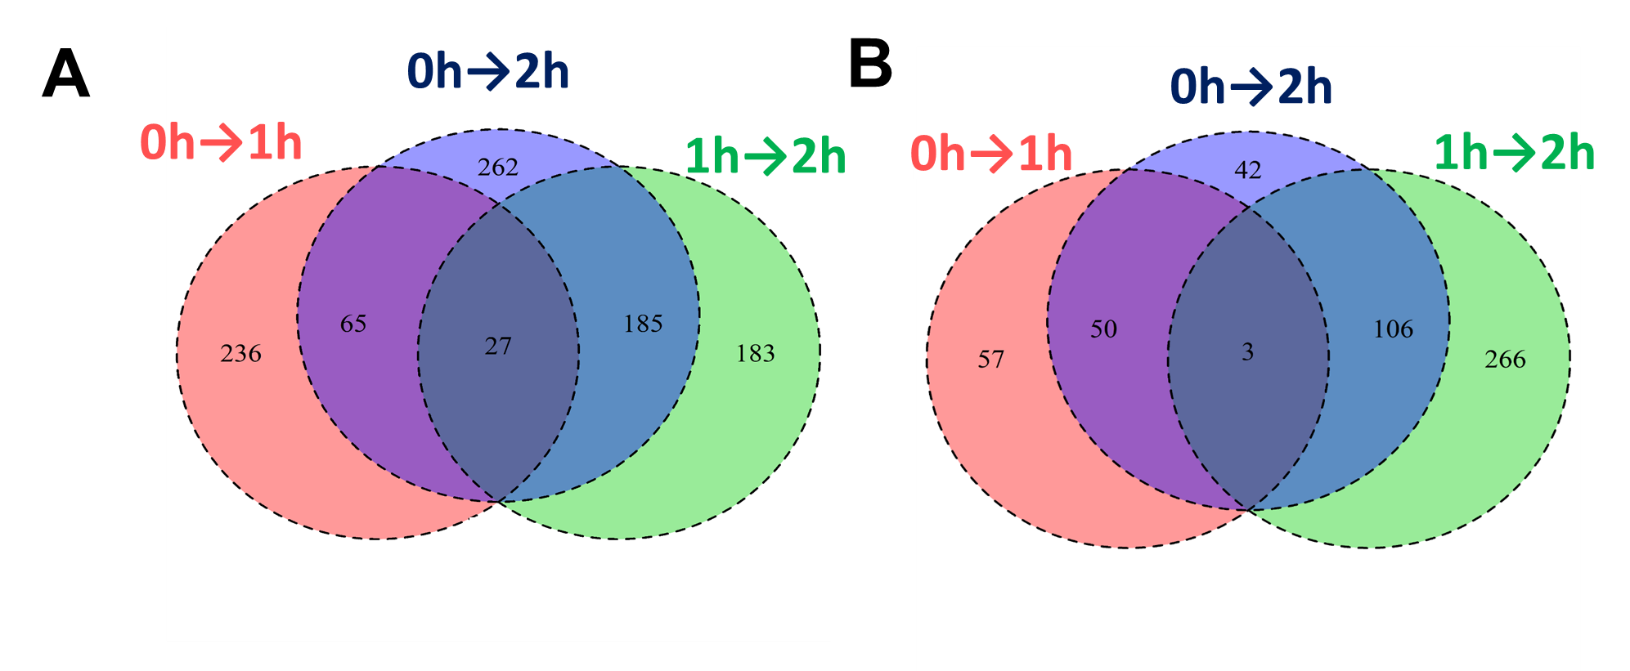

**Supplementary Figure S8 Summary of RNAseq analysis of cAMP supplemented M1146.** See main text and Supplementary Table S8 for details.

(A) Venn diagram of upregulated genes after cAMP supplementation.

(B) Venn diagram of downregulated genes after cAMP supplementation.

**Supplementary Table S1. Strains used in this study**

| Name | Relevant characteristics | Reference |
| --- | --- | --- |
| **Strain** |  |  |
| M145 | SCP1- SCP2- derivative of *S.coelicolor* A3(2) | Kieser et al., 2000 |
| M1146 | M145 Δ*act* Δ*red* Δ*cpk* Δ*cda* | Gomez-Escribano et al., 2010 |
| M145+ACT | M145 + pAH88 | Gomez-Escribano et al., 2010 |
| M1146+ACT | M1146 + pAH88 | Gomez-Escribano et al., 2010 |
| **Plasmid** |  |  |
| pAH88 | BAC derivative SCBAC28G1 containing Act gene cluster | Gomez-Escribano et al., 2010 |

**Supplementary Table S2 Analyzed metabolites in this study**

| **Amino acids** | **Organic acids** | **Base, nucleoside, nucleotide** | **Sugar-phosphate** | **Others** |
| --- | --- | --- | --- | --- |
| Serine | Urate | Adenine | G6P | NAD+ |
| Glutamine | Lactate | Guanine | R5P | NADP+ |
| Threonine | Pyruvate | Cytosine | S7P | MEP |
| Valine | Succinate | Thymine | F6P | Pantothenate |
| Tyrosine | Malate | Uracil | GAP | Nicotinate |
| Methionine | 2OG | Hypoxanthine | Ru5P | UDP-Glc |
| Isoleucine | Fumarate | Xanthine | F1P | Orotate |
| Leucine | Cirtrate | Adenosine | R1P | FMN |
| Glutamate | Iso-citrate | Guanosine  Cytidine | DHAP | FAD |
| Aspartate | 2-isopropylmalate |  | 6PGA | PRPP |
| Phenylalanine | Gluconate | Uridine | 3PGA/2PGA | PQQ |
| Pyroglutamate |  | Thymidine | FBP | CoA |
| Tryptophan |  | Inosine | PEP | Malonyl-CoA |
| Cystine |  | Xanthosine |  | Acetyl-CoA |
| Asparagine |  | AMP |  | Succinyl-CoA |
| Glycine |  | GMP |  | Butyryl-CoA |
| Alanine |  | CMP |  | shikimate-3P* |
| Citrulline |  | TMP |  |  |
| Betaine |  | UMP |  |  |
| Proline |  | IMP |  |  |
| Ornithine |  | XMP |  |  |
| Histidine |  | ADP |  |  |
| Lysine |  | GDP |  |  |
| Arginine |  | CDP |  |  |
| 4-aminobutyrate |  | UDP |  |  |
| 2-aminobutyrate |  | ATP |  |  |
| SAM |  | GTP |  |  |
| SAH |  | CTP |  |  |
|  |  | UTP |  |  |

*Not detected in metabolome analysis in Fig.6

**Supplementary Table S3 ACT gene cluster expression level compared in M1146 and M1146+ACT**

| gene name | Locus_tag | Product | log2FoldChange | FDR |
| --- | --- | --- | --- | --- |
| actVA4 | SCO5079 | hypothetical protein | 10.67202632 | 7.53E-61 |
| actIORF1 | SCO5087 | actinorhodin polyketide beta-ketoacyl synthase subunit alpha | 10.60719203 | 1.95E-55 |
| actIORF3 | SCO5089 | actinorhodin polyketide synthase | 10.54600035 | 8.52E-59 |
| actVA3 | SCO5078 | hypothetical protein | 10.51897457 | 5.41E-72 |
| actII-4 | SCO5085 | actinorhodin operon activator protein | 10.44942593 | 5.06E-119 |
| SCBAC20F6.17 | SCO5074 | dehydratase | 10.27604203 | 1.41E-75 |
| actIII | SCO5086 | ketoacyl reductase | 10.07689616 | 7.88E-88 |
| ORF4 | SCO5075 | oxidoreductase | 10.06820461 | 1.22E-118 |
| actVA6 | SCO5081 | hypothetical protein | 9.944051646 | 2.86E-46 |
| actIORF2 | SCO5088 | actinorhodin polyketide beta-ketoacyl synthase subunit beta | 9.914040984 | 3.33E-71 |
| actII-3 | SCO5084 | hypothetical protein | 9.895801902 | 2.07E-107 |
| actVA1 | SCO5076 | hypothetical protein | 9.892664608 | 1.38E-223 |
| actVA2 | SCO5077 | hypothetical protein | 9.863269995 | 3.61E-82 |
| actII-2 | SCO5083 | actinorhodin transporter | 9.627593745 | 7.36E-236 |
| actII-1 | SCO5082 | transcriptional regulator | 9.258018976 | 2.07E-164 |
| actVA5 | SCO5080 | hydrolase | 8.891071482 | 4.58E-122 |
| SCBAC20F6.16 | SCO5073 | oxidoreductase | 8.841816949 | 2.88E-221 |
| actVII | SCO5090 | actinorhodin polyketide synthase bifunctional cyclase/dehydratase | 7.976746342 | 3.98E-187 |
| SCBAC20F6.14c | SCO5071 | hydroxylacyl-CoA dehydrogenase | 7.52520911 | 3.70E-184 |
| actVB | SCO5092 | actinorhodin polyketide dimerase | 7.18577353 | 3.81E-145 |
| SCBAC20F6.15 | SCO5072 | hydroxylacyl-CoA dehydrogenase | 7.101926221 | 4.59E-239 |
| actIV | SCO5091 | cyclase | 6.953515873 | 3.59E-161 |
| SCBAC20F6.13c | SCO5070 | hydroxylacyl-CoA dehydrogenase | 4.60245964 | 7.85E-81 |
| ORF9 | SCO5095 | DNA-binding protein | 1.506216245 | 1.91E-15 |
| SCBAC28G1.29 | SCO5103 | regulatory protein | 0.982746855 | 1.67E-10 |
| SCBAC20F6.03c | SCO5060 | hypothetical protein | 0.973599023 | 6.40E-19 |
| SCBAC20F6.12 | SCO5069 | oxidoreductase | 0.963365034 | 2.85E-10 |
| SCBAC20F6.08c | SCO5065 | transcriptional regulator | 0.927815504 | 1.53E-11 |
| SCBAC20F6.09 | SCO5066 | beta-lactamase | 0.927487683 | 2.40E-06 |
| SCBAC28G1.28 | SCO5102 | mutT-like protein | 0.90661064 | 9.32E-09 |
| ispH | SCO5058 | 4-hydroxy-3-methylbut-2-enyl diphosphate reductase | 0.891435788 | 7.50E-19 |
| SCBAC28G1.30 | SCO5104 | hypothetical protein | 0.887510805 | 5.57E-16 |
| ppgK | SCO5059 | polyphosphate glucokinase | 0.853336599 | 2.02E-21 |
| SCBAC20F6.10 | SCO5067 | carboxylesterase | 0.811774781 | 0.003275409 |
| SCBAC28G1.26 | SCO5100 | GntR family transcriptional regulator | 0.80600886 | 3.16E-11 |
| ychF | SCO5061 | GTP-dependent nucleic acid-binding protein EngD | 0.795743072 | 1.04E-07 |
| SCBAC20F6.07 | SCO5064 | hypothetical protein | 0.739162933 | 1.48E-28 |
| SCBAC28G1.23 | SCO5097 | short-chain oxidoreductase | 0.705610289 | 1.25E-06 |
| SCBAC28G1.27 | SCO5101 | hypothetical protein | 0.670693538 | 3.40E-06 |
| SCBAC28G1.25 | SCO5099 | hypothetical protein | 0.620187399 | 2.00E-12 |
| SCBAC20F6.11c | SCO5068 | TetR family transcriptional regulator | 0.491076237 | 0.002505519 |
| SCBAC28G1.22c | SCO5096 | LysR family transcriptional regulator | 0.48180961 | 0.003249599 |
| SCK7.30c | SCO5057 | amino acid permease | 0.411141245 | 0.002353811 |

**Supplementary Table S4 List of DEGs in time-course RNAseq analysis of M1146 and M1146+ACT**

**Supplementary Table S5 Gene set enrichment analysis of DEGs in time-course RNAseq analysis of M1146 and M1146+ACT**

| Class | Gene set | Gene list |
| --- | --- | --- |
| Biological process | biotin biosynthetic process | SCO1246 |
|  | (p-value: 1.10E-03) | SCO1245 |
|  |  | SCO1244 |
|  | oxidation-reduction process | SCO6811 |
|  | (p-value: 7.80E-03) | SCO1084 |
|  |  | SCO4297 |
|  |  | SCO0885 |
|  |  | SCO6828 |
|  | magnesium ion transport | SCO6692 |
|  | (p-value: 4.10E-02) | SCO0973 |
|  | transmembrane transport | SCO3366 |
|  | (p-value: 5.00E-02) | SCO4265 |
|  |  | SCO2309 |
|  |  | SCO2937 |
|  |  | SCO2498 |
|  |  | SCO3206 |
|  | cell redox homeostasis | SCO5032 |
|  | (p-value: 5.60E-02) | SCO1084 |
|  |  | SCO0885 |
|  | cellular response to oxidative stress | SCO1084 |
|  | (p-value: 6.70E-02) | SCO0885 |
|  | sulfate assimilation | SCO1084 |
|  | (p-value: 8.00E-02) | SCO0885 |
| Pathway | biotin metabolism | SCO1246 |
|  | (p-value: 6.30E-08) | SCO1245 |
|  |  | SCO1244 |
|  |  | SCO4501 |
|  |  | SCO1814 |
|  |  | SCO1243 |
| Keywords | biotin biosynthesis | SCO1246 |
|  | (p-value: 4.30E-04) | SCO1245 |
|  |  | SCO1244 |
|  | oxidoreductase | SCO0999 |
|  | (p-value: 6.00E-02) | SCO2696 |
|  |  | SCO5031 |
|  |  | SCO4956 |
|  |  | SCO1814 |
|  |  | SCO3800 |
|  |  | SCO0379 |
|  | S-adenosyl-L-methionine | SCO1245 |
|  | (p-value: 6.70E-02) | SCO1804 |
|  |  | SCO1244 |

**Supplementary Table S6 List of DEGs in cAMP supplementation RNAseq of M145 (WT)**

|  | Locus_tag | log2  FoldChange | FDR | Product |
| --- | --- | --- | --- | --- |
| Upregulated | SCO5086 | 1.612 | 1.01E-03 | ketoacyl reductase |
|  | SCO1803 | 1.601 | 1.64E-02 | oxidoreductase |
|  | SCO4468 | 1.400 | 1.83E-03 | hypothetical protein |
|  | SCO1804 | 1.350 | 1.54E-02 | S-adenosylmethionine:tRNA ribosyltransferase-isomerase |
|  | SCO7665 | 1.331 | 8.43E-04 | hypothetical protein |
|  | SCO5267 | 1.211 | 1.15E-02 | hypothetical protein |
|  | SCO2265 | 1.082 | 3.94E-02 | hypothetical protein |
|  | SCO6632 | 1.068 | 6.29E-04 | hypothetical protein |
|  | SCO1421 | 1.041 | 7.20E-03 | hypothetical protein |
|  | SCO1470 | 1.030 | 2.66E-02 | hypothetical protein |
|  | SCOs02 | 0.974 | 7.20E-03 | Note=ssrA gene coding for tmRNA%2C 397 bp%3B similar to SW:MT10SARNA (EMBL:X60301) Mycobacterium tuberculosis gene for 10Sa RNA%2C 606 bp%3B |
|  | SCO3663 | 0.952 | 6.29E-04 | hypothetical protein |
|  | SCO5085 | 0.947 | 4.09E-02 | actinorhodin operon activator protein |
|  | SCO3273 | 0.901 | 2.20E-02 | hypothetical protein |
|  | SCO3929 | 0.881 | 2.56E-02 | hypothetical protein |
|  | SCO4340 | 0.818 | 2.56E-02 | integrase |
|  | SCO3579 | 0.706 | 4.92E-02 | regulatory protein |
|  | SCO1784 | 0.676 | 4.89E-02 | hypothetical protein |
| Downregulated | SCO1116 | -0.663 | 3.84E-02 | hypothetical protein |
|  | SCO4294 | -0.724 | 4.80E-02 | hypothetical protein |
|  | SCOt06 | -0.817 | 4.59E-02 | tRNA-Val |
|  | SCO1523 | -0.868 | 1.01E-03 | pyridoxal biosynthesis lyase PdxS |
|  | SCO2146 | -0.889 | 9.85E-03 | aminotransferase |
|  | SCOt55 | -0.959 | 4.80E-02 | tRNA-Arg |

**Supplementary Table S7 Gene name of ACT biosynthetic gene clusters**

| Locus_tag | Gene |
| --- | --- |
| SCO5071 | SCBAC20F6.14c |
| SCO5072 | SCBAC20F6.15 |
| SCO5073 | SCBAC20F6.16 |
| SCO5074 | SCBAC20F6.17 |
| SCO5075 | ORF4 |
| SCO5076 | actVA1 |
| SCO5077 | actVA2 |
| SCO5078 | actVA3 |
| SCO5079 | actVA4 |
| SCO5080 | actVA5 |
| SCO5081 | actVA6 |
| SCO5082 | actII-1 |
| SCO5083 | actII-2 |
| SCO5084 | actII-3 |
| SCO5085 | actII-4 |
| SCO5086 | actIII |
| SCO5087 | actIORF1 |
| SCO5088 | actIORF2 |
| SCO5089 | actIORF3 |
| SCO5090 | actVII |
| SCO5091 | actIV |
| SCO5092 | actVB |

**Supplementary Table S8 List of DEGs in cAMP supplementation RNAseq of M1146**

0h-2h

0h-1h

1h-2h

How the deposited data were processed for this re-analysis (not part of the article)

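RNA of M1146 and M1146 + ACT was measured in 20 libraries, 1 per strain and labelled hour. The authors depleted ribosomal RNA, made strand-specific libraries, mapped the reads with STAR and counted them with GenomicFeatures and GenomicAlignments. The deposited table holds whole, unnormalized counts of 7809 genes with their strand, length and product name. Its 20 count columns carry the strain and the hour, and no column was left unmatched. Genes were identified by the locus tags of that table, and product names were taken from it. No genome was used.

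Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 7431. Libraries were scaled by TMM. The quasi-likelihood F test of edgeR compared the strains with the labelled hour as a factor, and the standard error was computed as the size of the log2 FC over the square root of F. DEGs were counted at an adjusted p below 0.05 and a log2 FC beyond 0.5, without the 43 genes of Supplementary Table S3. The paper names DESeq2 and these thresholds, and its text does not name the design formula. Log2 CPM used a prior count of 2 (4 for the k-means clustering, which used 50 starts and seed 1). Differences within labelled hours were tested with an exact two-sided sign-flip test, whose smallest p is 0.00195. Gene lists were tested with camera (preset correlation 0.01 and estimated correlation), fry and a one-sided Fisher's exact test for more higher genes. For Fisher's test the background was the tested genes outside Supplementary Table S3.

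The difference between the strains was also compared between the first 4 and the last 6 labelled hours by an interaction term, since the paper places the start of the stationary phase at 30 h. On simulated counts of 7431 genes with 200 changed genes, the strain test called 197 of the 200 with the right sign and 3 unchanged genes, with a median absolute error of 0.0901 in the log2 FC. The interaction test found 134 of 200 and 4 unchanged genes. With no change simulated, 11 genes were higher and 1 was lower at every time point. These counts hold for the simulated changes only, whose sizes are not given here. They are not the sensitivity of the tests on the measured libraries, where successive time points are not independent. Nor can they be carried over to genes of low count or with a log2 FC near or below the DEG limit.

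The genes named are those the paper names in its text, Table 1 and Supplementary Tables S3, S5 and S7, whose values in the paper had been seen, the 5 genes with the largest increase and the 5 with the largest decrease that were called and had that sign at 9 or more time points, and the 3 largest genes of each sign for the interaction. As only 5 genes passed there, all 5 are named, SCO6520 after its value was seen. This rule, the comparisons and the alternatives were written before the data were examined, except where a later choice is stated. The alternatives were RLE factors, DESeq2 with and without the time term, edgeR without the time term, no low-count filter, a mean of at least 50 counts, Supplementary Table S3, ribosomal and transfer RNA genes left out, a log2 FC beyond 1, library size in place of TMM, other k-means settings and each labelled hour left out in turn. TPM, the unit of Supplementary Figure S3, were computed over the genes with a single length.

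With 7861955 to 13119599 counts per library, a count of 0 allows a share of up to 2.29e-05% to 3.82e-05%. The study's other series and its metabolite measurements were not analysed here.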

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

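Chosen only after the result was seen were the tests of the act counts at labelled 26 h, of the counts on SCO6276 to SCO6286 and of actinorhodin gene expression beside SCO1909, and the omission of single labelled hours from the interaction.

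Sets of 10 libraries of 1 strain were searched for a library whose gap to the nearest other, as a share of the range, exceeded Dixon's 95% critical value. Of 52 sets, 7 had one, and chance alone sets a library apart in about 1 of 20. The first was the TMM factor of the M1146 library labelled 44 h, 0.655 against 0.896 to 1.16 in the other M1146 libraries. Ribosomal RNA took 59.8% of its counts, against 29.8% to 50.2% in the others. With ribosomal and transfer RNA genes left out its factor was 0.985, within the 0.897 to 1.23 of the others, so the factor is consistent with a larger ribosomal RNA share, of which the depletion step is a candidate source that was not tested. No biological explanation was tested.

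The act genes took 60.3 CPM, here without TMM factors, in the M1146 library labelled 26 h and 12.9 to 33.7 in the other M1146 libraries. Its total count was 1.02 times the median of the others, so deeper sequencing is argued against. The excess followed the M1146 + ACT counts across the 22 genes (Spearman correlation 0.682, across genes, which are not independent replicates), but not the other M1146 libraries (-0.06). SCO5085 had 40 counts against at most 10 elsewhere in M1146, and SCO5087 50 against at most 6. A candidate explanation is a small amount of M1146 + ACT reads or cells in this library, where the excess in counts, not scaled for depth, was 0.210% of the act counts of the M1146 + ACT library labelled 26 h. No biological explanation was tested.

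On SCO6276 to SCO6286, in the region of the cpk cluster, the M1146 + ACT library labelled 32 h had 189 counts, against 12 to 35 in the other M1146 + ACT libraries. Its total count was 0.922 times the median of the others, which argues against depth. Reads of a strain that keeps the deleted clusters would raise other deleted regions too, and 0 of 3 were above the other libraries. Since the transcription of those regions in such a strain is unknown, this cannot be told apart from other sources, and no biological explanation was tested.

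At labelled 50 h, M1146 + ACT had log2 CPM of 4.93 for SCO1245 (5.67 to 6.37 in the other libraries), 8.08 for SCO4501 (8.70 to 9.32) and 7.81 for SCO1814 (8.47 to 9.03). The median log2 difference of that library from the others was -0.29 over genes of the same range of counts, a smaller fall than that of the 3 genes, -0.81, which argues against depth. In M1146 the same 3 genes lay at -0.95 at this hour, so a fall of both strains late in the culture is a candidate explanation, and its biological basis was not tested.

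SCO1909 had 4.39 log2 CPM in M1146 + ACT at labelled 18 h and 5.35 to 6.31 in the other libraries. Genes with a similar count lay at 0.10 in that library, which argues against depth. The other 6 Table 1 genes lay at -0.46, and the act genes at -2.31 with 21 of 22 below. Lower act expression at this hour is a candidate explanation, found on the same data.

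The strain difference changed between the first 4 and the last 6 labelled hours in 5 genes: SCO5293 by 0.95, SCO6520 by -1.31, SCO4075 by -1.32, SCO1661 by -2.10 (these with adjusted p = 0.0436) and SCO2839 by -1.55 (adjusted p = 8.63e-04), on the log2 scale. An unadjusted p below 0.05 was seen in 1818 genes. Of 100 choices of 4 hours out of 10, drawn from 210 possible and including the real one, 2 gave as many genes (largest other count 6). The choices ignored the order of the hours, and successive time points are not independent, so they cannot exclude chance for a split into early and late hours. Without labelled 18 h none of the 5 genes (0) lost most of its interaction, which argues against the 18 h pair alone. SCO2839 was called with any single hour left out (adjusted p 7.13e-04 to 0.00726). The calls of the other 4 genes rest on single hours, however. Without labelled 22, 26, 34, 38 or 50 h only SCO2839 was kept, without 32 h 2 of the 5 genes and without 30 h 4. The interactions of all 5 genes kept their sign in these fits. Without 44 h the counts were 8 higher and 76 lower, without 18 h 23 and 29, and without 28 h 23 and 46. A difference between growth phases remains open and untested.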

How the results depend on the processing

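The omission of single labelled hours from the interaction and the TPM and per-kilobase units were tests chosen only after the result was seen.

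Other groupings of the libraries were compared first. Of 100 random splits, only the real 1 gave as many DEGs (largest other count 26). Of 100 exchanges of the strains within labelled hours, 1 did (largest other count 39), and as many biotin genes, Table 1 genes and oxidation-reduction genes were called in 1, 2 and 1 of 100, the real grouping included. The splits and exchanges take the hours as exchangeable, although successive time points are not independent. On that footing alone, chance can be excluded for the DEGs at a share of 0.05. A difference between the cultures other than the strain was not tested. The study named the biotin and Table 1 genes from these libraries. The oxidation-reduction genes were grouped here by product name, but the study chose that category from these libraries. The exchanges therefore exclude nothing for the biotin and oxidation-reduction counts. For Table 1 chance can be excluded by other values, since its 7 genes had an adjusted p over all tested genes of 2.58e-10 or less and differed by at least 2.08 at every time point. Outside Supplementary Table S3, 131 genes had the same sign of the difference at every time point, in either direction. Of all exchanges within labelled hours 4 gave as many, the real one included, a share under 0.05. The others exchanged 34, 38 and 50 h (216 genes), 34, 38, 44 and 50 h (134 genes) and 30, 32, 34, 38 and 50 h (131 genes), so the real grouping did not give the largest count.

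The number of genes called higher (100) was 85 to 103 with single hours left out, 55 without the time term in edgeR, and 28 at a log2 FC above 1. All 55 were among the 100. The number called lower (14) was 6 by DESeq2 without time, 3 by edgeR without time, 9 with Supplementary Table S3, ribosomal and transfer RNA genes left out (which removes 4 tRNA genes among the 14), 0 at a log2 FC below -1 and 12 to 25 with single hours left out (25 without 44 h, 22 without 28 h). The biotin genes called (6) were 3 by DESeq2 and 2 by edgeR without the time term, and 4 to 6 with single hours left out. For the time term and the single hours the cause was not tested. The higher limits remove genes by construction.

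Genes lower at every time point (30) became 11 with library size only, where the median of all genes moved to 0.10. The interaction counts (1 higher, 4 lower) became 23 and 46 without labelled 28 h, 288 and 19 by DESeq2 (which gave no adjusted p for 4996 genes, 3 of the 5 among them, and 1517 genes with an unadjusted p below 0.05), and 0 to 23 and 1 to 76 with single hours left out. The cause was not tested.

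In the clustering, the z-score put the act and Table 1 genes into 227 genes, 227 for both, with 1 cluster higher at every time point in place of 3, and k = 10 gave 16 genes with Table 1. The cause was not tested. The highest of the last 6 labelled hours (32 h) was 44 h for cya in M1146 in TPM, and 30 h for SCO6075 in M1146 + ACT in TPM and without TMM. The cause was not tested.

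The act genes (22 of 22), the Table 1 genes (7 of 7), the flanking genes (18 to 21 called) and the redox odds ratio (3.00 to 3.76) kept their direction and side of the threshold under the alternatives run for them. The log2 FC of accA1, accA2, cya and SCO6075 kept their direction and stayed below 0.5, so that these genes stayed uncalled, although the adjusted p fell to 0.0463 for accA2 with a mean of at least 50 counts (0.0463 to 0.828 over its alternatives) and to 0.0419 for SCO6075 without labelled 44 h (0.0419 to 0.210 with single hours left out). No log2 FC changed its sign, whereas the balance of the interaction counts turned from more lower to more higher genes with DESeq2. The odds ratio of the biotin product-name set has no finite value where all 5 of its genes were called, and none is given there. The alternative without Supplementary Table S3 genes gives no value for the act genes. Depth limits the genes of low count most, among them the inner act genes in M1146.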

Differences from the paper's values

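TPM, the unit of Supplementary Figure S3, and the readings of that figure were taken after the values were seen. For SCO4928 in M1146 + ACT at 26 h the paper's value is about 15 in Fig. S3, read by eye, and the TPM of the library labelled 26 h was 24.3. For SCO6075 in M1146 at 22 h the paper's value is about 6.7 in Fig. S3, read by eye, against 12.7, and in M1146 + ACT at 26 h about 9.3 in Fig. S3, read by eye, against 14.9. None of the alternatives set before the data were examined gives TPM at single hours. The libraries labelled 28 h had 14.9 (SCO4928) and 9.31 (SCO6075) in M1146 + ACT, and the one labelled 26 h had 6.61 (SCO6075) in M1146. The hours of the methods and of the labels differ, and these 3 comparisons by hour set different libraries side by side if the libraries follow the order of sampling. Paired in that order, so that labelled 26 and 28 h stand for 22 and 26 h of the methods, all 8 readings of that figure lay within a factor of 1.03 of the TPM here. This pairing was chosen after seeing the values.

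The paper states that accA1 and accA2 were expressed at high levels in M1146 + ACT. Here their mean expression was high, at percentile 93.0 and 95.2 of the tested genes, although the counts of accA1 may include reads of accA2. Between the strains both were higher in M1146 + ACT at 9 of 10 time points, with a log2 FC of 0.34 and 0.35, and passed both DEG thresholds under no setting.

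The paper states that no act expression was detected in M1146. Here 127 to 603 counts per M1146 library lay on act genes, 0.00129% to 0.00603% of the total. Of these, 73.1% lay on the 6 outermost genes, and 8 of the 16 inner genes had 0 counts in at least 1 library.

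The paper describes the expression of cya and SCO6075 as low. Here their mean expression was at percentile 73.3 and 53.4 of the tested genes.

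The paper places the second peak of cya and SCO6075 at 30 h. Here the highest of the last 6 labelled hours was 32 h. SCO6075 in M1146 + ACT was highest at 30 h without TMM factors, and in TPM, a unit chosen after seeing the values. In TPM, cya in M1146 was highest at 44 h.

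Of the genes that Supplementary Table S4 lists as higher, 9 were not called here and 1 of them, SCO4174, was not tested. The other 8 had adjusted p of 0.0515 to 0.121. Of the genes it lists as lower, 6 were not called (adjusted p 0.0520 to 0.142). The sign was the same for 99 of the higher and all 15 lower genes, and no single log2 FC of that table differed from the value here by more than the SD of the within-time differences. More of the paper's genes were called with RLE factors (92 higher and 10 lower), DESeq2 with the same design (93 and 11), no filter (93 and 9) and, of the lower genes, without labelled 44 h (82 and 10). Fewer were called by DESeq2 and edgeR without time (65 and 4, 54 and 3), with a mean of at least 50 counts (81 and 8) and with Supplementary Table S3, ribosomal and transfer RNA genes left out (88 and 5).

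The paper states that oxidation and reduction genes were a major overexpressed set. By product name 19 of 524 were called higher, more than the 7.09 drawn by chance, whereas the camera test of the whole set gave p = 0.341. This set is wider than the paper's. All 12 genes that Supplementary Table S5 lists under oxidation-reduction process and oxidoreductase were called higher (log2 FC 0.53 to 1.67).

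The legend of Supplementary Figure 4 gives the z-score as the scaling. With it the act and Table 1 genes fell into 1 cluster of 227, and with centring alone, the setting used here, into clusters of 22 and 10.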

Other observations

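The tests of the counts on accA1, of the genes flanking the act cluster, of the early stage at labelled 18 h and of the hour labels were chosen only after the result was seen.

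The library labels differ from the hours in the methods. The study's clustering table, of which 1019 of 7804 genes were held here and 990 matched, has 10 columns per strain. For all 20 libraries the best-correlated column followed the order of the labels (lowest correlation 0.938, highest for any other column 0.443). The lower of the correlations of the libraries labelled 28 h with the fourth column was 0.959, so these libraries are consistent with being the fourth in the study's order. The hours themselves stay open.

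The log2 ratio of accA1 (SCO6271) to accA2 (SCO4921) had an SD of 0.0826 over the 20 libraries, above the counting error of 0.0456, and 3.06% of 719 genes of similar count had a partner as steady. SCO6271 is close in number to SCO6276 to SCO6286, in the region of the cpk cluster. The limits of the deletion are not given in the sources used here, so whether SCO6271 lies outside it stays open. The neighbouring SCO6268 had a median of 26.5 counts and SCO6272 of 2. SCO6269 was 0.88 of SCO4594 (0.851 to 0.917) with an SD of 0.0328 under the counting error of 0.0793. SCO6270 was 0.450 of SCO4595 (SD 0.243), but its steadiest partner was another gene, SCO1209 (SD 0.146, counting error 0.112). SCO6271 was 0.694 of SCO4921. Reads of accA2 counted again at SCO6271 cannot be told apart from accA1 and accA2 being expressed together, because the treatment of reads that match several places is unknown. Of 4140 genes, 39 had a partner whose log2 ratio varied by less than 0.5 times the counting error.

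Of the 3 tRNA-Pro genes lower in M1146 + ACT, 2 had each other as their steadiest partner within the counting error. Counting the same reads at near-identical copies cannot be told apart from a common change of these genes, since no sequences were available. The 5 ribosomal RNA operon entries differed by 1.01 to 1.06 times within a library.

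The genes flanking the act cluster had a median log2 FC of 0.81, and 21 of the 26 lay between 0.5 and 1.5. A second copy on the introduced clone is a candidate explanation. Supplementary Table S1 gives this clone as a derivative of SCBAC28G1. The gene names of SCO5099 to SCO5104 carry that prefix (log2 FC 0.62 to 0.99), and that of SCO5105 does not (0.11). On the other side of the act cluster the prefix is mostly SCBAC20F6, so the names leave that side open. Transcription running out of the act genes would make the log2 FC fall with distance. The Spearman correlation with distance was -0.19 over all flanking genes (across genes, which are not independent replicates) and -0.08 without SCO5070 (permutation p = 0.687). Without SCO5070 the 12 farther genes had a median of 0.83 and the 13 nearer ones of 0.74. The outermost 3 genes on each side had a median of 0.90 (0.43 to 0.99), and the next 3 outside on each side one of 0.04 (-0.25 to 0.12). These values argue against such transcription as the cause of the whole pattern. The edges were taken from Supplementary Table S3, which lists genes from these libraries, so no p is given for the step. For SCO5070 (log2 FC 4.50) the explanation stays open, since a single gene decides nothing.

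At labelled 18 h, 54 genes in M1146 lay below all other M1146 libraries by at least 1 on the log2 scale (median -2.63). Genes of the same range of counts lay at 0.0922, which argues against depth. In M1146 + ACT the same genes lay at -1.83 at this hour, 46 of them beyond 1, so an early stage that both strains pass through is a candidate explanation. The fall was not equal in both strains, and in 20 of the 54 genes it was larger in M1146 by over 1. Among these, chosen after their values were seen, SCO0201 lay at -6.26 in M1146 and -1.49 in M1146 + ACT, and SCO6265, SCO6266 and SCO6267 at -2.64, -4.50 and -3.64 in M1146 and at -0.12, -0.02 and 0.11 in M1146 + ACT. These differences were not tested.

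At labelled 50 h, 17 genes in M1146 lay above all other M1146 libraries (median 3.84). Genes of the same range of counts lay at -0.20, which argues against depth. In M1146 + ACT the 17 genes lay at 4.74 at this hour, so a response of both cultures at the last hour is a candidate explanation. At labelled 44 h, all 17 were already above the earlier libraries by more than 1 in M1146 + ACT (median 3.89), and 5 in M1146 (median 0.71). Whether the strains differ in its timing was not tested.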
